# A Novel Oral Arginase 1/2 Inhibitor Enhances the Antitumor Effect of PD-1 Inhibition in Murine Experimental Gliomas by Altering the Immunosuppressive Environment

**DOI:** 10.3389/fonc.2021.703465

**Published:** 2021-08-24

**Authors:** Paulina Pilanc, Kamil Wojnicki, Adria-Jaume Roura, Salwador Cyranowski, Aleksandra Ellert-Miklaszewska, Natalia Ochocka, Bartłomiej Gielniewski, Marcin M. Grzybowski, Roman Błaszczyk, Paulina S. Stańczak, Paweł Dobrzański, Bozena Kaminska

**Keywords:** arginase inhibitor, tumor microenvironment, glioma associated microglia and macrophages, immune checkpoint inhibitor, immunotherapy

## Abstract

Glioblastomas (GBM) are the common and aggressive primary brain tumors that are incurable by conventional therapies. Immunotherapy with immune checkpoint inhibitors is not effective in GBM patients due to the highly immunosuppressive tumor microenvironment (TME) restraining the infiltration and activation of cytotoxic T cells. Clinical and experimental studies showed the upregulation of expression of the arginase 1 and 2 (ARG1 and ARG2, respectively) in murine and human GBMs. The elevated arginase activity leads to the depletion of L-arginine, an amino-acid required for the proliferation of T lymphocytes and natural killer cells. Inhibition of ARG1/2 in the TME may unblock T cell proliferation and activate effective antitumor responses. To explore the antitumor potential of ARG1/2 inhibition, we analyzed bulk and single-cell RNA sequencing (scRNA-seq) data from human and murine gliomas. We found the upregulation of *ARG1/2* expression in GBMs, both in tumor cells and in tumor infiltrating microglia and monocytes/macrophages. We employed selective arginase inhibitors to evaluate if ARG1/2 inhibition *in vitro* and *in vivo* exerts the antitumor effects. A novel, selective ARG1/2 inhibitor - OAT-1746 blocked microglia-dependent invasion of U87-MG and LN18 glioma cells in a Matrigel invasion assay better than reference compounds, without affecting the cell viability. OAT-1746 effectively crossed the blood brain barrier in mice and increased arginine levels in the brains of GL261 glioma bearing mice. We evaluated its antitumor efficacy against GL261 intracranial gliomas as a monotherapy and in combination with the PD-1 inhibition. The oral treatment with OAT-1746 did not affect the immune composition of TME, it induced profound transcriptomic changes in CD11b^+^ cells immunosorted from tumor-bearing brains as demonstrated by RNA sequencing analyses. Treatment with OAT-1746 modified the TME resulting in reduced glioma growth and increased antitumor effects of the anti-PD-1 antibody. Our findings provide the evidence that inhibition of ARG1/2 activity in tumor cells and myeloid cells in the TME unblocks antitumor responses in myeloid cells and NK cells, and improves the efficacy of the PD-1 inhibition.

## Introduction

Glioblastoma (GBM, WHO grade IV glioma) is the most common and aggressive primary brain tumor in adults. While the available treatments may slow down the progression of GBM and reduce neurological symptoms, the disease remains incurable. The standard treatment for GBM patients is surgical resection followed by radiation and oral chemotherapy with temozolomide (TMZ). Despite improvements in imaging, surgical techniques, radiotherapy and chemotherapy, GBM inevitably recurs and the prognosis of patients with GBM remains poor, with a median overall survival of 15 months (1, 2). The ability of tumors to modify the surrounding microenvironment and evade the immune system is increasingly recognized as an important determinant of cancer progression and patient prognosis (3). GBMs are infiltrated with various myeloid cells which do not activate their proper functions but instead they are tumor supportive and create the immunosuppressive tumor microenvironment (TME), poorly infiltrated with cytotoxic T lymphocytes and natural killer (NK) cells being frequently deficient in their antitumor activity (4).

Immune checkpoint inhibitor-based therapies provided an effective strategy to enhance antitumor immune responses in many solid cancers (5). Programmed cell death 1 (PD-1, CD279), an immune checkpoint surface receptor expressed on lymphocytes, is a mediator of immune suppression in a variety of tumors, including GBM (6). Binding of PD-1 with its ligands B7-H1 (PD-L1) or B7-DC (PD-L2) induces apoptosis or exhaustion of activated immune cells. Blockade of this interaction enhances the antitumor activity of the immune system (7). While first studies of the adjuvant therapy with pembrolizumab (a monoclonal antibody against human PD-1) in GBM patients demonstrated some benefits (8), further studies showed no survival improvement (9, 10). The recent results from a randomized phase III trial CheckMate143 with nivolumab (an anti-PD-1 antibody) did not show the improved survival of patients with recurrent GBMs compared to those treated with bevacizumab, an anti-VEGF-A antibody (11). Genomic and transcriptomic analysis of GBM patients treated with anti-PD-1 antibodies revealed a significant enrichment of the immunosuppressive transcriptomic signature in non-responders, along with differences in T cell clonal diversity and tumor microenvironment profiles (12). Growing evidence suggests that the clinical response to immunotherapies is restricted by various resistance mechanisms, such as a strong immunosuppression induced by the tumor infiltrating myeloid cells (13, 14).

Glioma-associated microglia and macrophages (GAMs) accumulate in malignant gliomas and are key drivers of tumor invasion and immunosuppression. GAMs promote tumor progression and jointly with myeloid-derived suppressor cells (MDSCs) modulate antitumor immune responses in multiple ways (15).

Both malignant cells and tumor-infiltrating myeloid cells in murine and human gliomas upregulate the expression of arginase (16, 17) and the resulting changes in the L-arginine metabolism are one of the most prominent mechanisms contributing to immunosuppression (18). There are two arginase isoforms (ARG1 and ARG2), catalyzing the same biochemical reaction, but differing in subcellular localization, expression, and regulation. ARG1 is a cytosolic protein, while ARG2 is mainly localized in the mitochondria (19). Arginase catalyzes the hydrolysis of L-arginine to urea and L-ornithine, thereby depleting extracellular L-arginine (20). T cells are auxotrophic for L-arginine and require this amino acid for the rapid and successive proliferation that follows T cell receptor activation of effector cells (21). Expression of ARG1 is a defining feature of immunosuppressive myeloid cells that are highly enriched in the TME, and the role of ARG1-expressing MDSCs in altering T-cell responses in cancer patients is well established (22, 23). CB-1158, an arginase 1 inhibitor synthesized at Calithera Biosciences blocked myeloid cell-mediated suppression of T cell proliferation *in vitro* and reduced tumor growth in several mouse models of non-CNS tumors (CT26, LLC, B16, and 4T1 tumors). The ARG1 inhibitor was effective as a single agent or in combination with checkpoint blockade (anti-PD-L1), adoptive T cell and NK cell transfer, and chemotherapy with gemcitabine. The treatment with CB-1158 increased tumor-infiltrating CD8^+^ T cells and NK cells, inflammatory cytokines, and expression of several interferon-inducible genes (24). CB-1158 advanced to clinical trials for patients with non-CNS malignancies (NCT02903914).

In the present study, we provide the compelling evidence that OAT-1746, a novel and oral small-molecule inhibitor of ARG1/2, affects glioma-microglia interactions *in vitro*, accumulates in the brain and modulates the TME of murine intracranial gliomas. We demonstrate that OAT-1746 works synergistically with PD-1 blockade and improves antitumor immune responses against gliomas.

## Materials and Methods

### Glioma Cell Cultures

Human glioblastoma cell lines LN18, U87-MG (U87) (ATCC, Manassas, VA) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) (Gibco, MD, USA) and antibiotics (100 U/mL penicillin, 100 μg/mL streptomycin). GL261 tdTomato^+^luc^+^ murine glioma cells were cultured in DMEM with the addition of 10% FBS, antibiotics and 100 μg/mL G418 (Invivogen, San Diego, CA, USA). Cells were cultured in a humidified atmosphere CO_2_/air (5%/95%) at 37°C (Heraeus, Hanau, Germany).

### Microglial Cell Cultures

Mouse immortalized microglial BV2 cells were cultured in Dulbecco’s modified Eagle’s medium GlutaMAX™ (DMEM GlutaMAX™) supplemented with 2% fetal bovine serum (Gibco, MD, USA) and antibiotics (100 U/mL penicillin, 100 μg/mL streptomycin) in a humidified atmosphere CO_2_/air (5%/95%) at 37°C (Heraeus, Hanau, Germany).

Primary microglial cultures were prepared from cerebral cortices of P0–P2 C57BL/6J mice as described (25). Briefly, after stripping off the meninges and enzymatic brain dissociation the cells were collected and seeded onto the culture flasks. After 48 h, cell cultures were washed three times with phosphate-buffered saline (PBS) to remove debris. Primary cultures were kept in DMEM supplemented with 10% FBS, 2 mM L-glutamine, 100 U/mL penicillin, and 100 µg/mL streptomycin (Gibco, MD, USA). Microglia were isolated by gentle shaking for 1 h at 100 RPM at 37°C. Detached microglia were collected by centrifugation, counted, and checked for viability. Microglia cultures were used for experiments 48 h after seeding to ensure that the cells were quiescent.

### Recombinant Arginase Activity Assays

The inhibitory activity towards hARG1 and hARG2 enzymes was assessed using recombinant enzymes biosynthesized using a prokaryotic expression system (*E. coli*) and purified by fast protein liquid chromatography (FPLC). Briefly, recombinant enzymes were incubated with the tested compounds for 1 h at 37°C in the reaction buffer (100 mM sodium phosphate buffer, 130 mM NaCl, 1 mg/mL BSA, pH 7.4) containing substrate (10 mM L-arginine hydrochloride) and cofactor (200 µM MnCl_2_). The assay is based on the detection of urea, which is generated during the conversion of L-arginine into L-ornithine catalyzed by arginases. To visualize the product, we adding a mixture of reagent A (4 mM oPA, 50 mM boric acid, 1 M sulfuric acid, 0.03% Brij-35) and reagent B (4 mM NED, 50 mM boric acid, 1 M sulfuric acid, 0.03% Brij-35) in equal proportions. The absorbance was measured at 515 nm. The urea production in the absence of any tested compound was considered as maximal enzyme activity. The absorbance in the absence of arginase (background) was considered as zero activity. Two reference compounds OAT-81 (ABH, no. 222638-65-5) and OAT-90 (2-amino-6-borono-2-(2-(3-(2,4-dichlorophenyl)propyloamino)ethyl) hexanoic acid, and two novel inhibitors OAT-1617 and OAT-1746 (the last three synthesized at OncoArendi Therapeutics) were tested. Normalized values were analyzed using GraphPad Prism 7.0 software and the IC_50_ values were determined.

### Invasion Assays

BV2 cells were plated onto a 24-well plate at the density of 4×10^4^. After 24 h, the invasion assay was performed with tissue culture inserts (6.5 mm Transwell^®^ with 8.0 µm Pore Polycarbonate Membrane Insert, Corning, NY, USA) coated with the Growth Factor Reduced Matrigel™ Matrix (BD Biosciences, San Diego. CA, USA). The Matrigel™ Matrix (50 µL of 1 mg/mL stock solution diluted in fresh DMEM) was dried under sterile conditions (37°C) for 5–6 h. The medium in BV2 cultures was replaced with fresh one 1 h before seeding glioblastoma cells onto the inserts, then LN18 and U87 glioblastoma cells were seeded at 2×10^4^/insert on Matrigel-covered membranes in a serum-reduced medium (2% FBS). Untreated glioblastoma cells co-cultured with or without BV2 cells served as positive and negative controls, respectively. Cells were treated with the arginase-1 inhibitors OAT-90, OAT-1617 and OAT-1746 solved in PBS. The cultures were kept in incubator at 37°C with humidified air containing 5% CO_2_. After 18 h cells were fixed in ice-cold methanol and cell nuclei stained with DAPI (4′,6-Diamidino-2-Phenylindole; 1 µg/mL, Sigma). The membranes from Transwell^®^ inserts were cut out and images were acquired using a fluorescence microscope (Leica DM4000B, 10x lens) from the 5 independent fields (bottom; top; left; right side and the middle). Numbers of invading cells were counted using the ImageJ software (NIH, Bethesda, MD, USA). All experiments were performed three times, in duplicates.

### Viability Assay

Cell viability was assessed using MTT metabolism assay (U87 and BV2 cells) or MTS CellTiter 96^®^ AQueous One Solution Cell Proliferation Assay (Promega) for the primary murine microglia cultures. Cells were cultured either in 96-well plates (U87 at density of 1×10^4^) or 24-well plates (BV2 at density of 4×10^4^ and primary microglia 8×10^4^) with the indicated concentrations of the inhibitor or H_2_O (vehicle) for 24 h. MTT solution (Sigma Aldrich) was added to each well to a final concentration of 0.5 mg/mL. After 1 h of incubation at 37°C, water-insoluble dark blue formazan crystals were dissolved in DMSO. Optical densities (OD) were measured at 570 and 620 nm using a scanning multiwell spectrophotometer. The MTT assay was performed according to the manufacturer’s protocol. All measurements were carried out on three independent cell passages, in triplicates.

### Animals

Male C57BL/6J mice (10-12 weeks at the beginning of the study) were housed with free access to food and water, on a 12h/12h day and night cycle. All efforts have been made to minimize the number of animals and animals suffering. All research protocols conformed to the Guidelines for the Care and Use of Laboratory Animals (European and national regulations 2010/63/UE September 22, 2010 and Dz. Urz. UE L276/20.10.2010, respectively). Animals were decapitated by a qualified researcher. The First Warsaw Local Ethics Committee for Animal Experimentation approved the study (approval no. 562/2018).

### Determining Plasma L-Arginine and Drug Concentration

Blood plasma, as well as the brain samples (from control and treated animals), were prepared for liquid chromatography coupled with mass spectrometry (LC-MS) by homogenization in 5% trichloroacetic acid (TCA) and the concentration of L-arginine – the substrate of arginase – was determined. In the urea cycle, arginase cleaves arginine to produce urea and ornithine. Ornithine reacts with carbamoyl phosphate to form citrulline. The brain homogenates prepared for arginine measurements, as well as plasma samples were also analyzed by LC-MS to determine the concentration of the drug, which was administered to animals 2 h before the euthanasia.

### Stereotactic Implantation of Glioma Cells

Mice were deeply anesthetized with isoflurane. After identifying the sagittal and coronal sutures on the right side, a hole was drilled at the following coordinates: 1 mm anterior and 1,5 mm lateral from bregma. GL261 tdTomato^+^luc^+^ glioma cells (80,000 in 1 μL of DMEM) were stereotactically injected with a Hamilton syringe to the right striatum of the mouse 3 mm deep from the surface of the brain. The skin incision was closed and mice were monitored until they completely recovered from anesthesia. Mice were randomly allocated to the study groups. The animals were weighed weekly and observed daily for clinical symptoms and evidence of toxicity by evaluating their eating, mobility, weight loss, hair loss, and hunched posture. OAT-1746 was administered by oral gavage at 50 mg/kg twice a day from day 1 after implantation. Anti-PD-1 antibody (Biolegend, GoInVivo™ Purified anti-mouse CD279) was injected intraperitoneally (i.p.) at a dose of 2.5 mg/kg on days 8, 10, 12, 14 post-implantation. Control groups received vehicle (saline) twice a day by gavage. Animals were euthanized when they lost more than 20% of body weight compared to day 0.

### Bioluminescence Imaging

To monitor tumor growth, mice were injected i.p. with 150 mg/kg body weight luciferin (D-luciferin sodium salt BC218 Synchem) and left for 8 min. Then, the animals were anesthetized with 3% isoflurane and transferred to the X-treme Imaging System (Bruker, Germany). At 10 min after the D-luciferin injection, a photonic emission was imaged. Tumors were visualized at days 14, 21 and 28 after implantation and bioluminescent images were quantified as photon/sec/mm^2^. We applied the same ROI rectangle to all images (the whole head). Then we exported sum values for all images.

### Cytokine Analysis

Measurement of pro- and anti-inflammatory cytokines was performed in blood from control and treated animals. Blood was quickly collected to EDTA containing tubes before perfusion and centrifuged (10,000 × g) for 10 min at room temperature. The plasma was collected and stored at -80°C. The levels of cytokines were measured using the Milliplex Kit (Merk-Millipore, Germany) according to the protocol. Cytokine levels were determined using the MAGPIX Multiplexing Instrument (Luminex, TX, USA) with XPonent software and analyzed with Milliplex Analyst 5.1 software. Results were expressed as pg/mL for each cytokine.

### Immunohistochemistry on Brain Slices

The animals were sacrificed on the day 21 after GL261 tdTomato^+^luc^+^ cell implantation and perfused with 4% paraformaldehyde in PBS. Brains were removed, post-fixed for 48 h in the same fixative solution and placed in 30% sucrose in PBS at 4°C until the tissue sunk to the bottom of the flask. Tissue was frozen in Tissue Freezing Medium (Jung; Nussloch, Germany) and cut in 12 µm coronal sections using a cryostat. The slides were dried at room temperature for 2 h after being transferred from the -80°C storage. Cryosections were blocked in PBS containing 10% donkey serum and 0.1% Triton X-100 for 2 h and incubated overnight at 4°C with rabbit anti-Iba-1 and goat anti-Arg1 or with rabbit anti-CD8 antibodies. Next, sections were washed in PBS and incubated with corresponding secondary antibodies for 2 h at room temperature. All antibodies were diluted in 0.1% Triton X-100/PBS solution containing 3% donkey serum. Nuclei were counterstained with DAPI (1 µg/mL). Images were obtained using the Olympus microscope (Fluoview, FV10i). For reagent specifications, catalogue numbers, and concentrations, see the **Supplementary Table 1**. To quantify the tumor size, sections were stained with toluidine blue, and images were acquired using a Leica DM4000B microscope (Leica Microsystems, Wetzlar, Germany). Tumor areas were measured using ImageJ software (NIH, Bethesda, MD, USA) on every sixth brain slice, and tumor volumes were calculated as previously described (26).

### Tissue Dissociation, Flow Cytometry and FACS Sorting

On day 28 after GL261 tdTomato^+^luc^+^ cell implantation mice were perfused transcardially with cold phosphate-buffered saline (PBS) to clear away blood cells from the brain. The tumor-bearing hemispheres were dissociated enzymatically with a Neural Tissue Dissociation Kit with papain (Miltenyi Biotec) and gentleMACS Octo Dissociator (Miltenyi Biotec), according to the manufacturer’s protocol to obtain a single-cell suspension. Next, the enzymatic reaction was stopped by the addition of Hank’s Balanced Salt Solution with calcium and magnesium (Gibco, Germany). The resulting cell suspension was filtered through 70 μm and 40 μm strainers, and centrifuged at 300 × g, 4°C for 10 min. Next, myelin was removed by centrifugation on a 22% Percoll gradient. Briefly, cells were suspended in 25 mL Percoll solution (18.9 mL gradient buffer containing 5.65 mM NaH_2_PO_4_H_2_O, 20 mM Na_2_HPO_4_2(H_2_O), 135 mM NaCl, 5 mM KCl, 10 mM glucose, 7.4 pH; 5.5 mL Percoll (GE Healthcare, Germany); 0.6 mL 1.5 M NaCl), overlayered with 5 mL DPBS (Gibco) and centrifuged for 20 min at 950 × g at 4°C, without acceleration and brakes. Next, cells were collected, washed with PBS and counted using NucleoCounter (Chemometec, Denmark).

Samples were handled on ice or at 4**°**C without light exposure. Prior to staining with antibodies, samples were incubated with LiveDead Fixable Violet Dead Cell Stain (ThermoFisher) in PBS for 10 min to exclude nonviable cells. Next, samples were incubated for 10 min with rat anti-mouse CD16/CD32 Fc Block™ (BD Pharmingen) in Stain Buffer (BD Pharmingen) to block FcγRIII/II and reduce unspecific antibody binding. Then, cell suspensions were incubated for 30 min with an antibody cocktail in Stain Buffer (BD Pharmingen). For flow cytometry analysis of cell surface antigens the following anti-mouse antibodies were used: CD45 (30-F11), CD11b (M1/70) from BD Pharmingen and CD3 (REA641), NK 1.1 (PK136) from Miltenyi Biotec. For FACS sorting the cells were stained with CD11b (M1/70) antibody labeled with FITC (BD Pharmingen).

All antibodies were titrated prior to staining to establish the amount yielding the best stain index. Data were acquired using a BD LSR Fortessa Analyzer cytometer and analyzed with FlowJo software (v. 10.5.3, FlowJo LLC, BD). Gates were set based on FMO (fluorescence minus one) controls and back-gating analysis. Percentages on cytograms were given as the percentage of a parental gate. CD11b^+^ cells were FACS sorted using Cell Sorter BD FACSAriaII. All flow cytometry experiments were performed at the Laboratory of Cytometry, Nencki Institute of Experimental Biology. For reagent specifications, catalog numbers and dilutions see the **Supplementary Table 1**.

### RNA Isolation, mRNA Library Preparation and RNA-Sequencing

Immediately after sorting, CD11b^+^ cells were centrifuged and lysed for further isolation of RNA using the RNeasy Plus Mini Kit (Qiagen, Germany). The integrity and quality of RNA were assessed on an Agilent 2100 Bioanalyzer with an RNA 6000 Pico Kit (Agilent Technologies, CA, USA). A total of 9 strand-specific RNA libraries were prepared for sequencing (2-3 biological replicates/treatment) using a KAPA Stranded mRNA-Seq Kit (Kapa Biosystems, MA, USA). Poly-A mRNAs were purified from 100 ng of total RNA using poly-T-oligo-magnetic beads (Kapa Biosystems, MA, USA). mRNAs were fragmented and a first-strand cDNA was synthesized using reverse transcriptase and random hexamers. A second-strand cDNA synthesis was performed by removing RNA templates and synthesizing replacement strands, incorporating dUTP in place of dTTP to generate double-stranded (ds) cDNA. dsDNA was then subjected to addition of “A” bases to the 3′ ends and ligation of adapters from NEB, followed by uracil digestion by USER enzyme (NEB, MA, USA). Amplification of fragments with adapters ligated on both ends was performed by PCR using primers containing TruSeq barcodes (NEB, Ipswich, MA, USA). Final libraries were analyzed using Bioanalyzer and Agilent DNA High Sensitivity chips (Agilent Technologies, Santa Clara, CA, USA) to confirm fragment sizes (~300 bp). Quantification was performed using a Quantus fluorometer and the QuantiFluor dsDNA System (Promega, Madison, Wisconsin, US). Libraries were loaded onto a rapid run flow cell at a concentration of 8,5 pM onto a rapid run flow cell and sequenced on an Illumina HiSeq 1500 paired-end.

### Data Processing and Analysis

Illumina-specific adapters, short reads, and low quality 5’ and 3’ bases were filtered out in the FASTQ format files using Trimmomatic (27) tool (version 0.36). The resulting RNA sequencing reads were aligned to a reference mouse genome sequence (mm10) with STAR aligner (28) (version 2.6.1b) using the two pass Mode Basic option. Duplicate reads were then identified and flagged using Picard Tools (version 2.17.1) [broadinstitute.github.io/picard/]. Quantification of mapped reads and summarization by gene was performed using HTSeq-count (29) (version 0.11.1), with paired mode (-p) and reverse stranded mode (-s reverse) enabled, and only reads with MapQ values of 10 or higher were considered. Low-expressed features were filtered out and an analysis of differentially expressed genes was performed using DESeq2 (version 1.24.0) (30). Only mRNAs encoding protein-coding genes were retained for downstream analysis.

To identify transcriptomic differences between groups, differential expression analysis was performed using DESeq methods, with the control state (CTR) as the reference group and compared with the OAT-1746, anti-PD-1 and combination groups. The variance stabilizing transformation (vst function) was used for visualization. Pathway enrichment analysis was performed by selecting statistically significant genes (adjusted p-values ≤ 0.05) and correcting type I errors in multiple testing using the Bonferroni-Hochberg (BH) method. Gene Ontology Biological Processes (GO: BP) was used to better understand the mechanistic findings of the enriched gene lists. The clusterProfiler (31) and VennDiagram (32) packages were used to visualize the results.

## Results

### *ARG1* Expression Is Highly Upregulated in Human Glioblastoma Samples and in Murine Experimental Gliomas

Using transcriptomic data from The Cancer Genome Atlas (TCGA), we examined *ARG1* and *ARG2* expression in human gliomas of different WHO grades II, III, IV. The highest mRNA levels of both genes were found in GBM samples (**Figure 1A** and **Supplementary Figure 1A**). To determine a cell source of *ARG1* and *ARG2* expression, we explored the single-cell RNA sequencing (scRNA-seq) data from 10 astrocytoma samples (33) and checked the gene expression in various cell populations from the tumors using the SingleCell data portal (https://singlecell.broadinstitute.org/). High expression of *ARG1* and *ARG2* was detected in malignant cells and tumor-infiltrating microglia/macrophages (MG/MΦ) (**Figure 1B** and **Supplementary Figure 1B**). We took advantage of having in-house sc-RNA-seq data of CD11b^+^ immunosorted from murine GL261 gliomas, which provided resolution to distinguish resident microglia from CNS-border associated macrophages (BAMs) or monocytes/macrophages (Mo/MΦ) (34). Using these data, we analyzed *Arg1* and *Arg2* expression in the discrete myeloid subpopulations. There was a low number of microglial cells expressing either *Arg1* (< 1%) or *Arg2* (< 0.1%) mRNA and both genes were more abundantly expressed in the Mo/MΦ population (11% and 6%, respectively) (**Figure 1C** and **Supplementary Figure 1C**). *Arg1* expression levels were significantly higher than *Arg2* mRNA levels both in microglia and Mo/MΦ immunosorted from tumor-bearing brain (**Supplementary Figure 1D**). Additionally, we assessed Arg1 levels by flow cytometry in CD11b^+^ cells isolated from tumor-bearing hemispheres at day 21 post-implantation (**Figure 1D**). The percentage of Arg1^+^ cells was higher in Mo/MΦ infiltrating from the periphery (CD11b^+^CD45^high^) than in resident microglia (CD11b^+^CD45^low^), which corroborated the results from scRNA-seq analysis (**Supplementary Figure 1D**). Overall, these results confirm high *ARG1* and *ARG2* expression in human malignant cells and glioma-infiltrating monocytes/macrophages. Arg1 is a predominant isoform expressed in myeloid cells in the brain of tumor-bearing mice.

**Figure 1:**
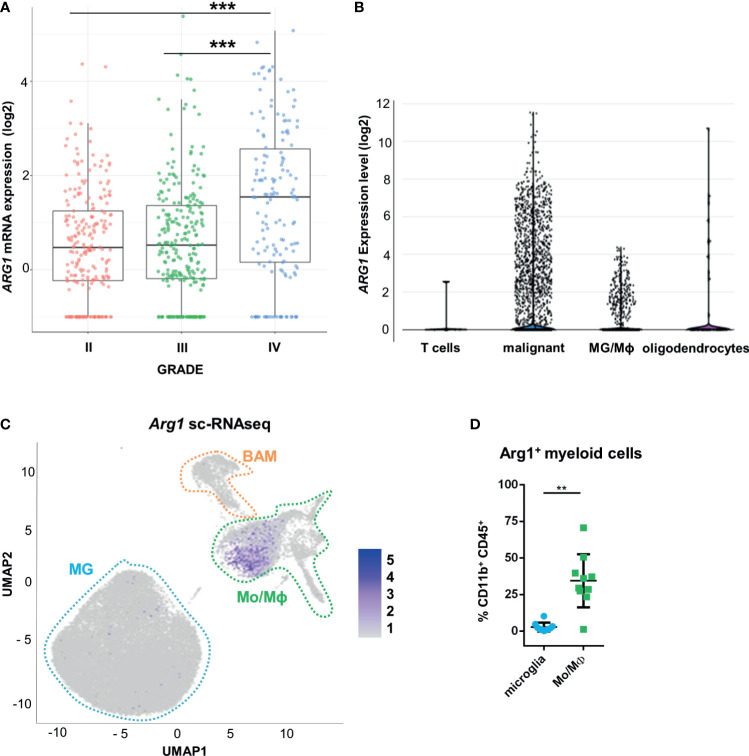
*ARG1* expression is highly upregulated in human glioblastomas and murine experimental gliomas. **(A)** *ARG1* expression in gliomas of different WHO grades (WHO grades II- IV) in TCGA datasets. Statistical significance was determined by Tukey’s Honest Significant Difference (HSD). ***p < 0.001. **(B)** Expression of *ARG1* in malignant cells and microglia/macrophages (MG/MΦ) in 10 samples of astrocytomas in single-cell RNA-seq datasets (public data) from (33). **(C)** UMAP plot of CD11b^+^ cells from GL261 gliomas (n=8). Projection of cells combined from clusters identified as microglia, monocytes/macrophages (Mo/MΦ), and BAMs. Plots depicting *Arg1* mRNA which is highly expressed in infiltrating Mo/MΦ. **(D)** Flow cytometry analysis of Arg1 expressing cells among microglia (CD11b^+^CD45^lo^) and Mo/MΦ (CD11b^+^CD45^high^) cells sorted from murine gliomas (n=10); Wilcoxon matched-pairs signed rank, two-tailed, **p < 0.01.

### The Effect of OAT Inhibitors on Human Arginase 1/2 Activity and Glioma Cell Invasion

We have previously demonstrated that *Arg1* mRNA is upregulated in microglia exposed to glioma during reprogramming of microglia into tumor-supportive, immunosuppressive cells (25, 35). Arginase inhibitors OAT-1746 and OAT-1617 were designed and synthesized by OncoArendi Therapeutics, Warsaw. OAT-1746 inhibited ARG1/2 at low nanomolar concentrations, reversed ARG1-inhibited proliferation of human and murine T cells and showed significant antitumor efficacy in various non-CNS tumor models (36).

OAT-1746 and OAT-1617 as well as two reference compounds were tested in biochemical assays for the ability to inhibit arginase activity and in cellular assays for the ability to block tumor cell invasion. OAT-1746 inhibited recombinant human ARG1 activity (IC_50_=28 nM) and the related enzyme ARG2 (IC_50_=49 nM) better than two reference compounds (**Figures 2A, B** **)**. ARG2 catalyzes an identical chemical reaction and exhibits 60% sequence identity with ARG1 (37).

**Figure 2:**
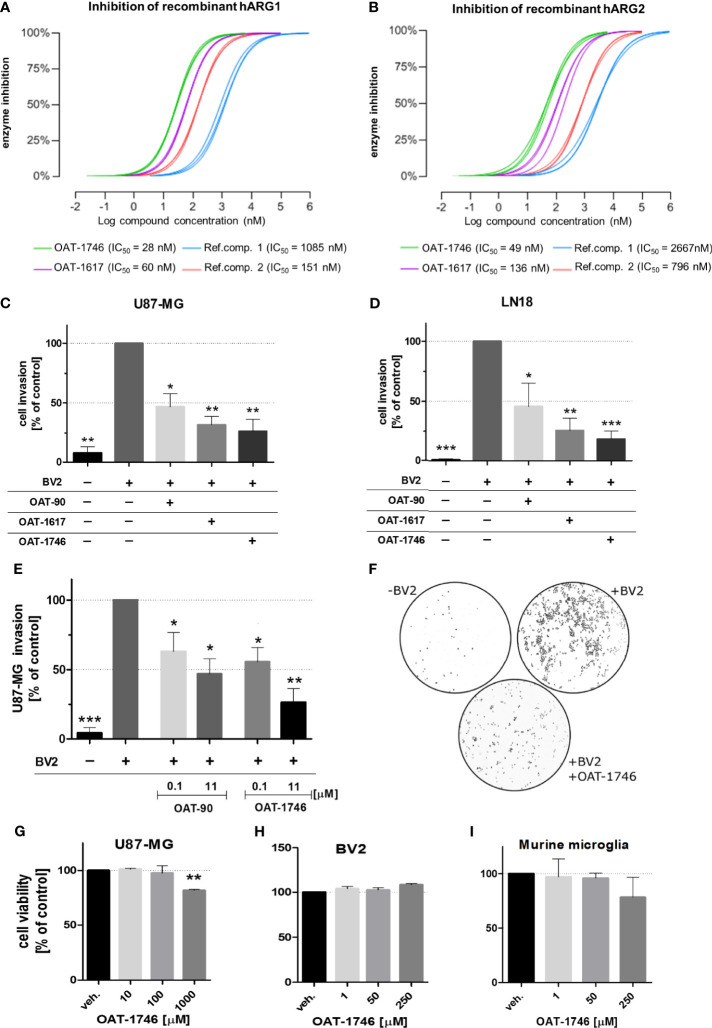
The effect of OAT inhibitors on human arginase 1/2 activity and microglia-induced glioma invasion. **(A, B)**. The activity of two new and two reference ARG inhibitors was tested towards recombinant human ARG1 and ARG2 (hARG1 and hARG2, respectively) The IC values were determined. **(C, D)** Graphs represent relative invasion of **(C)** U87-MG or **(D)** LN18 cells induced by the co-culture with murine microglial cells (BV2). Tumor invasion was determined using a Matrigel matrix assay. Invasion of glioma cells co-cultured with BV2 cells is set as 100%. Three tested inhibitors (OAT-90, OAT-1617, OAT-1746) were used at 11 µM concentration and all of them effectively reduced glioma invasion. Data are expressed relatively to a basal invasion in the absence of microglial cells. **(E)** The effects of OAT-90 and the second generation inhibitor OAT-1746 applied at 0.1 and 11 µM concentration on microglia induced invasion of U87-MG cells. Data are presented as means ± S.D and were calculated from three independent biological experiments. Statistical significance was evaluated using one-sample t-test. **(F)** The representative images of DAPI-stained U87-MG glioma cells on inserts show the nuclei of invading cells in the presence or absence of BV2, and OAT-1746. **(G, I)** The effect of OAT-1746 on cell viability was determined using MTT metabolism test. Cells were incubated for 24 h with or without OAT-1746 at given concentrations. The influence of OAT-1746 on the viability of **(G)** U87-MG human glioma cells, **(H)** BV2 microglial cells and **(I)** primary murine microglia was determined. Data are presented as means ± S.D (n=3 independent biological experiments). Significance of differences between the treatments was evaluated using one-way ANOVA followed by Dunnett’s post-hoc test, p-Values were considered as significant when ***p < 0.001; **p < 0.01; *p < 0.05.

To evaluate the effects of these novel arginase inhibitors on glioma invasion, we performed a Matrigel invasion assay using two human glioma cell lines: U87-MG **(** **Figure 2C**) and LN18 (**Figure 2D**). Immortalized BV2 microglial cells, similarly to primary microglial cultures, support glioma invasion (38). In co-cultures, glioma invasion was strongly induced in the presence of BV2 microglial cells and all three arginase inhibitors significantly decreased the proportion of invading cells. OAT-1746 at a concentration of 11 µM reduced microglia-induced invasion of glioma cells more efficiently than the reference compound OAT-90 and the older generation inhibitor OAT-1617. The inhibitory effect of OAT-1746 on glioma invasion was concentration-dependent, whereas this dependence was not observed for OAT-90 (**Figure 2E**). Representative images from Matrigel invasion assays show an increased number of invading glioma cells in co-cultures with BV2 cells and the inhibitory effect of 11 µM OAT-1746 (**Figure 2F**). These results demonstrate that the inhibition of arginase activity reduced microglia-dependent invasion of human glioma cells.

To assess the potential toxicity of OAT-1746, we determined the effects of increasing drug concentrations on cell viability by performing MTT metabolism assays on human glioma cells (**Figure 2G**), murine microglial BV2 cells (**Figure 2H**), and murine primary microglia cultures (**Figure 2I**). The OAT-1746 inhibitor was not toxic towards the tested cells at concentrations up to 1000 µM; a decrease in the viability of U87-MG cells was observed at the highest concentration, which exceeds by over two folds of magnitude the effective IC_50_ concentration of the inhibitor. The results provide evidence for the efficacy of the new compound and its safety at therapeutically relevant concentrations.

### OAT-1746 Treatment Increases Arginine Levels in the Brain and Plasma but Does Not Show an Antitumor Activity

To study the antitumor activity of the arginase inhibitor OAT-1746, we employed a syngeneic model of GL261 mouse glioma cells implanted into immunocompetent C57BL/6J mice. GL261 glioma cells were stably transfected with constructs allowing the expression of a red fluorophore tdTomato and luciferase to visualize tumor growth using *in vivo* imaging. Tumor-bearing mice received OAT-1746 (50 mg/kg) or saline twice a day by oral gavage.

First, we determined if the arginase inhibitor crossed the blood-brain-barrier (BBB) by measuring directly the level of the drug as well as the level of L-arginine - a substrate of arginase, in the brains and sera of mice after 14 days of OAT-1746 treatment. The brain and plasma were taken 2 h after the last drug administration. OAT-1746 was detected in the brain extracts, which confirms that it crosses the BBB and accumulates in the brain (**Figure 3A**). The administration of OAT-1746 resulted in an increase of arginine concentration, both in the brain (**Figure 3B**) and the blood plasma (**Figure 3C**).

**Figure 3:**
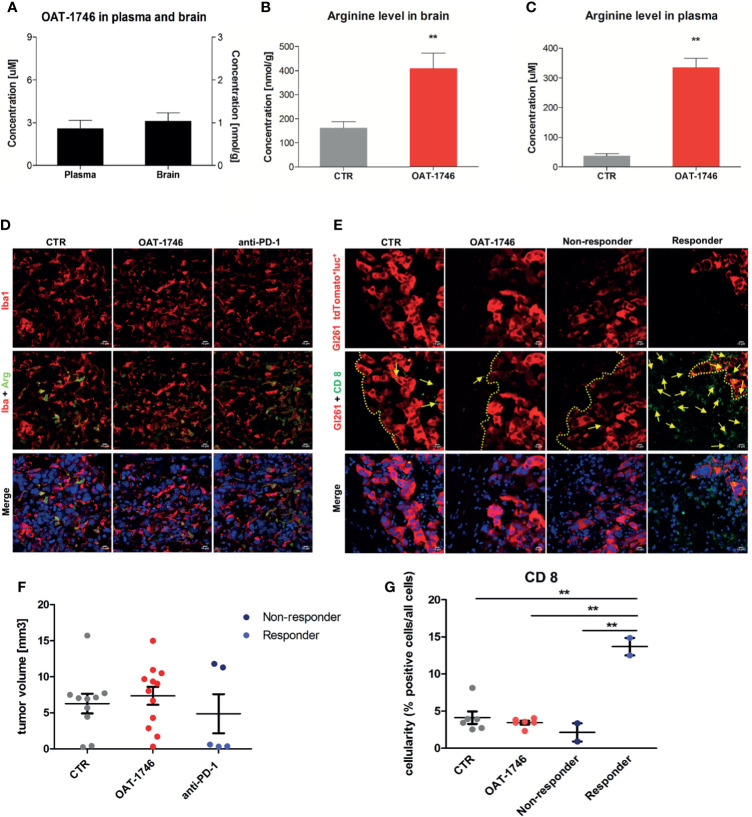
Treatment with OAT-1746 increases arginine levels in the brain and plasma but has no antitumor activity against murine GL261 gliomas. **(A–C)** Tumor-bearing mice were treated with OAT-1746 twice a day and samples were collected 2 h after the last dosing (n = 6 per group). Concentrations of OAT-1746 **(A)** and L-arginine in tumor-bearing brains **(B)** and plasma **(C)** from the same animals were measured by LC/MS at day 14 post-implantation. The results were compared using the non-parametric Mann-Whitney test. **p < 0.01. **(D)** Mice with implanted GL261 tdTomato^+^luc^+^ glioma cells received orally saline CTR (n=12) or OAT-1746 50 mg/kg twice a day for 21 days (n=12). A separate group received anti-PD-1 antibody (2.5 mg/kg, i.p.) at days 8, 10, 12 and 14 (n=5). Representative images of the glioma-bearing brains (at day 21) stained with anti-Iba1 (in red) and anti-Arg1 (in green) antibodies, and co-stained with DAPI are shown. **(E)** Representative confocal microscopy images of CD8^+^ T and NK cells within the tumors after OAT-1746 or anti-PD-1 antibody administration. The yellow line separates tumor areas (with glioma cells showing red fluorescence) and the parenchyma border; cell nuclei are counterstained with DAPI (blue); magnification x60. Yellow arrows indicate the accumulation of CD8^+^ cells (in green) in the responder PD-1 inhibition but not in the non-responder. **(F)** Quantification of tumor volumes at day 21 post-implantation. Each individual from CTR (n=12), OAT-1746 (n=12) and anti-PD-1 (n=5) groups is shown. In the checkpoint inhibitor treatment group non-responders (n=2) and responders (n=3) are marked in dark and light blue, respectively. Tumor areas were measured using ImageJ in every sixth brain slice, and tumor volumes were calculated; the mean ± SEM, p values were calculated using the Mann–Whitney U-test. **(G)** Quantification of CD8^+^ cells related to the total number of cells in the area of interest. The cells were counted using ImageJ software and average values from 5 fields are presented. Significance was calculated with One-Way ANOVA, Bonferroni’s multiple comparison test was used to compute p values (CTR n=6; OAT-1746 n=6, anti-PD-1 n=4); **p < 0.01.

To study the effects of arginase inhibition on the immune cells in the TME and visualize the infiltration of these cells into tumors, we performed immunohistochemical double staining for Arg1 and Iba1 (a marker of microglia/macrophages), and for CD8 (a marker of cytotoxic T cells, present also on NK cells). Mice were treated with OAT-1746 at 50 mg/kg twice a day. In parallel, we evaluated the effect of anti-PD-1 antibody which was injected intraperitoneally on days 8, 10, 12 and 14 post-implantation. The administration of OAT-1746 or anti-PD-1 treatment did not change the accumulation of Iba1^+^ and Arg1^+^ cells in experimental gliomas (**Figure 3D**). CD8^+^ cells were distinctly located at the invasive tumor margin and more CD8^+^ cells were detected in animals with smaller tumors (**Figure 3E**). As tumor cells displayed red fluorescence, evaluation of brain sections allowed quantification of a tumor growth. OAT-1746 treatment did not reduce the tumor growth when compared to the control group. However, among anti-PD-1 treated animals we noticed two groups with different tumor sizes, which is consistent with a division into responders and non-responders observed in patients (**Figure 3F**). Quantification of CD8^+^ T cell densities at the invasive tumor margin showed an increased number of CD8^+^ cells in responders when compared to non-responders (**Figure 3G**). Non-responders had also a lower density of CD8^+^ T cell than OAT-1746-treated animals. These findings show that the arginase inhibitor alone is not capable of inhibiting glioma growth and anti-PD-1 treatment induces the response in a half of animals.

### Combined OAT-1746 and Anti-PD-1 Treatment Reduces Glioma Growth

Antitumor immunity can be blocked by more than one suppressive mechanism, including the expression of immune checkpoint proteins and the depletion of essential nutrients from TME (39). We assumed that combining OAT-1746 with an immune-modulating agent, such as anti-PD-1 antibody, might improve drug efficacy. Tumor growth was monitored by measuring luminescence signal 14, 21 and 28 days after implantation of GL261 tdTomato^+^luc^+^ glioma cells. Representative images of gliomas at different time points are shown (**Figure 4A**). While OAT-1746 alone did not show any effect on the tumor volume and the anti-PD-1 treated animals were split into responders and non-responders, the combined treatment resulted in significantly reduced glioma growth at day 28. The combination of OAT-1746 with anti-PD-1 delayed, and in some cases abrogated, tumor growth. Effects of treatment and time of tumor progression were calculated with multifactorial ANOVA (**Figure 4B**). Both the “treatment” effect F_3,89_ (4.801)=0.004 and the “time after implantation” effect F_2,89_(4.726)=0.011 were significant. Tukey’s honest significant difference (HDS) *post hoc* test was used to compare experimental groups and p values were as follows: CTR-OAT-1746 p=0.455, CTR-anti-PD-1 p=0.005, CTRL-COMB p=0.021, COMB-OAT-1746 p=0.46, COMB-anti-PD-1 p=0.96. These results provide evidence that combining arginase inhibition with targeting immune checkpoints could be an effective strategy to reduce glioma growth. Administration of the drug delayed tumor growth. Inhibition of glioma growth was augmented when two agents were combined. At day 14 only 2 out of 8 animals developed tumors in the COMB group, while there were 5 out of 8 mice with tumors in OAT-1746-treated cohort.

**Figure 4:**
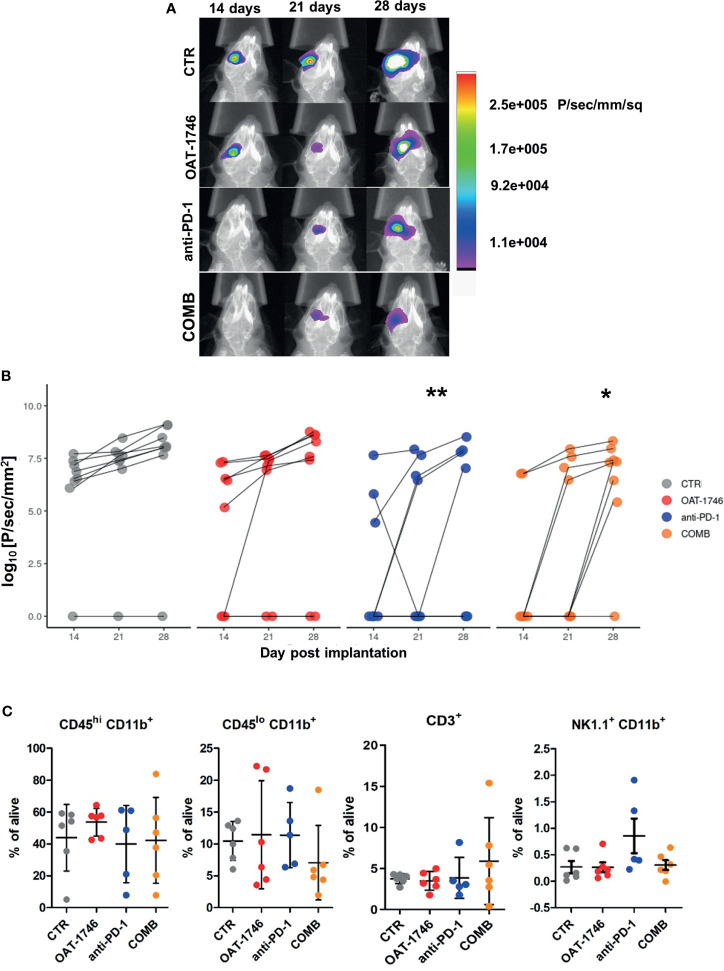
Combined OAT-1746 and anti-PD-1 treatment reduces glioma growth. Mice were implanted with GL261 tdTomato^+^luc^+^ glioma cells and received saline (CTR), OAT-1746 (twice a day) alone or anti-PD-1 antibody at day 8, 10, 12 and 14 alone or in combination (COMB). **(A)** Representative images of tumor bioluminescence with Bruker Xtreme imaging. Color intensity represents a relative luciferase signal. Bioluminescence signals are plotted as photon/sec/mm^2^ against time at indicated days post-implantation. **(B)** Tumor size measured using *in vivo* bioluminescence imaging at various times post-implantation. The effect of treatment and time on tumor progression was assessed with factorial ANOVA; treatment effect F_3,89_= 4.801, p=0.004, day post-implantation effect F_2,89_ = 4.726, p=0.011, and Tukey HSD *post hoc* test: CTRL-OAT p_adj_=0.455, CTRL-CHECK p_adj_=0.005, CTRL-COMB p_adj_=0.021, COMB-OAT-1746 p_adj_=0.46, COMB-anti-PD-1 p_adj_=0.96. **(C)** At day 28 post-implantation animals were perfused with PBS, control and tumor-bearing brains were removed and processed to isolate myeloid cells by FACS. Percentages of peripheral macrophages (CD11b^+^CD45^hi^), microglia (CD11b^+^CD45^lo^), CD3^+^ and NK1.1^+^ cells were evaluated. Significance of differences between groups was assessed with One-Way ANOVA followed by Bonferroni’s multiple comparison test. p-Values were considered as significant when **p < 0.01; *p < 0.05.

To further investigate the immune cell-mediated mechanism of action of OAT-1746 and anti-PD-1, flow cytometry was performed on cells isolated from tumors, and changes in specific immune cell populations were quantified. Gating strategy is shown in the **Supplementary Figure 2**. The administration of OAT-1746 or anti-PD-1 treatment did not change the percentage of microglia (CD11b^+^CD45^low^) and blood-derived macrophages (CD11b^+^CD45^high^) in experimental gliomas. We noticed an increase in NK cells, however it did not reach statistical significance in anti-PD-1-treated animals compared to control group. An increased percentage of CD3^+^ T cells was observed in the majority of animals in the COMB group (**Figure 4C**). These results provide evidence that combining arginase inhibition with targeting the immune checkpoint, could be an effective strategy to improve immunotherapy outcome.

To obtain more insights regarding the enhancement of immunotherapy, we determined the levels of pro- and anti-inflammatory cytokines in the blood (plasma) collected 2 h after the last administration of OAT-1746. The levels of CCL5 (C-C Motif Chemokine Ligand 5) were reduced in both OAT-1746 or anti-PD-1 treated animals but the observed decrease was much stronger in animals treated with the combination of two agents (**Figure 5**). Interestingly, both OAT-1746 and anti-PD-1 treated animals showed higher levels of the cytokine CCL2 and this effect was abrogated in animals receiving the combination (**Figure 5**). The levels of CCL3 and M-CSF (macrophage colony stimulating factor, Csf1) were not changed by the treatments. C–C motif chemokine ligand 2 (CCL2) and CCL5 are the main chemokines involved in monocyte migration to tumors (40). CCL2 *via* its receptor CCR2 controls the migration of regulatory T cells (Treg) and myeloid suppressor cells (41), as well as their ability to promote tumor growth (42). The CCL5/CCR5 axis directs infiltration and interactions between monocytes/macrophages and mesenchymal stem cells. CCR5 is highly expressed in glioblastoma, controls glioma invasion and its expression is associated with the poor prognosis of GBM patients (43, 44).

**Figure 5:**
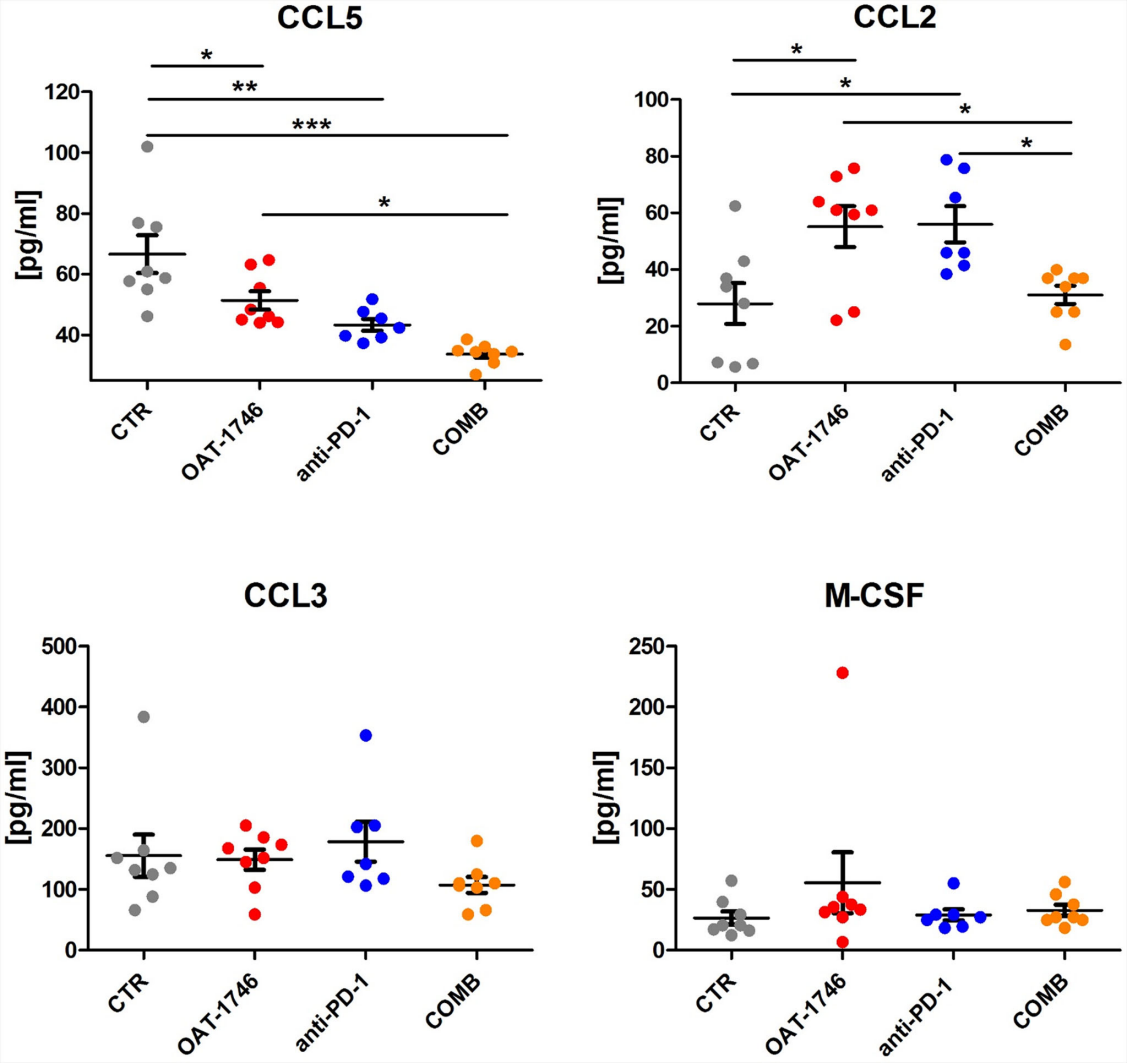
The effect of treatment on the levels of pro- and anti-inflammatory cytokines. The levels of pro/anti-inflammatory cytokines were determined in blood plasma of the animals from the experimental groups described above using a multiplexed bead-based assay and Luminex technology (MAGPIX). Histograms show the levels of tested cytokines in pg/mL; the results are shown as means ± SEM; significance was assessed with One–Way ANOVA and Bonferroni’s multiple comparison test, ***p < 0.001; **p < 0.01; *p < 0.05.

### Transcriptomic Profiles of CD11b^+^ From OAT-1746 Treated Animals Show Reduced Expression of Tumor Supportive Genes

While OAT-1746 treatment alone showed no antitumor activity, it increased the therapeutic efficacy of PD-1 inhibition in murine gliomas. To gain insights into potential mechanisms of the observed phenomenon, we compared the transcriptomic profiles of glioma-associated CD11b^+^ cells isolated from control mice (CTR), mice treated with anti-PD-1, OAT-1746 or a combination of both (COMB). 

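CD11b+ cells from the tumor-bearing hemispheres of 2 CTR replicates, 2 treated with OAT-1746, 2 treated with anti-PD-1 and 3 treated with both agents (COMB) gave 9 strand-specific poly-A libraries. OAT-1746 was given at 50 mg/kg and the antibody at 2.5 mg/kg. The methods place the collection of these cells at day 28 after implantation, and the legend of Figure 6 at day 21. The authors aligned the reads to mm10 with STAR, counted read pairs per gene with HTSeq and deposited the counts without normalization and without a filter on expression. Between 13048075 and 18796479 read pairs per library were counted on genes, with a median of 17609977 in CTR, 17082226 in OAT-1746, 16576704 in anti-PD-1 and 14806017 in COMB. Of the 53801 genes listed, 53620 were found in the GENCODE M21 annotation of GRCm38, 21890 of them protein-coding, and 12538 protein-coding genes had enough counts to be tested. Counts were normalized by edgeR's TMM method, and all 9 libraries were fitted in a common quasi-likelihood model in which a gene varied between replicates by a typical coefficient of 0.214. A gene was called differentially expressed (DEG) when its Benjamini-Hochberg adjusted p was under 0.05. Expression levels are given as TMM-normalized CPM. Where every library of a group held at most 3 counts of a gene, the fold against that group is given as a bound. Across the tested genes, log2 CPM of OAT-1746 replicate 2 had a Pearson's r of 0.911 to 0.956 with the other 8 libraries, whereas these had 0.960 to 0.989 among themselves. Genes are not independent replicates, so these correlations carry no p-value.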

CD11b^+^ cells were sorted from tumor-bearing hemispheres as previously described (34) and the gating strategy is shown in the **Supplementary Figure 3**. CD11b^+^ cells immunosorted from GL261 tumor-bearing hemispheres encompass microglia, infiltrating monocytes/macrophages and BAMs, as well as granulocytes, certain subpopulations of dendritic cells and NK cells (34). RNA sequencing of total RNA isolated from CD11b^+^ cells was followed by computational analyses of differentially expressed genes and detection of altered signaling pathways.

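Between the OAT-1746 and CTR libraries, 0 of the 12538 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.0599. At an unadjusted p under 0.05 there were 4049 genes, 2013 of them higher and 2036 lower in OAT-1746. Of the alternatives chosen before the data were examined, DESeq2's Wald test moved this count most, to 1925 DEGs, 1002 of them up and 923 down. The OAT-1746 replicates differed in how far they lay from the mean of the CTR libraries. The median absolute log2 difference over all tested genes was 0.32 in replicate 1 and 0.59 in replicate 2, and replicate 2 had the larger difference in 76.5% of them (9595 genes). Among the 4049 genes, which were selected by this same contrast, the share was 90.4%. Both replicates lay on the same side of the CTR mean for 10165 genes, 81.1% of those tested. In 20 simulations with no change in any group and the same shared CTR libraries, this number lay between 7526 and 7753. Genes were simulated independently there. A shift that moves many genes together in both mice, whether from the drug or not, would also exceed that range.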

OAT-1746 had the greatest impact on the transcriptome of CD11b^+^ cells and over 1800 genes were identified as differentially expressed genes (DEG) between the OAT-1746 and CTR groups (p_adj_<0.05) (**Figure 6A**). To classify the DEGs into functional categories, we performed Gene Ontology (GO) enrichment, in which genes were assigned to biological processes. Pathway enrichment for OAT-1746 showed significant terms which are shown in **Figures 6B, C**. The number of DEGs between other groups (anti-PD-1 *vs*. CTR and COMB *vs*. CTR) was low and no significantly affected processes were identified. 

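For anti-PD-1 against CTR, 0 of the tested genes had an adjusted p under 0.05 and 642 had an unadjusted p under 0.05, 399 higher and 243 lower. The smallest adjusted p was 0.951. For COMB against CTR, 0 genes were called and 825 had an unadjusted p under 0.05, 403 higher and 422 lower, with a smallest adjusted p of 0.184. That balance depended on the processing. It was 458 higher and 340 lower with DESeq2 size factors, 457 and 277 with library size only, and 888 and 975 with limma voom. DESeq2 called 11 genes for anti-PD-1, all of them up, and 37 genes for COMB, 20 up and 17 down. In the simulations with no change in any group, DESeq2 called 4 to 23 genes between anti-PD-1 and CTR (median 12) and 2 to 25 genes between COMB and CTR (median 12). Of the 11 genes for anti-PD-1, 7 belong to a list of 22 NK cell genes fixed before the data were examined, of which the simulations called at most 1. All 7 are also shown in Figure 6D, whose genes the study chose on these libraries, so that this overlap is not independent evidence. Of the 37 genes for COMB, 1 belongs to the NK list, no more than the simulations called there (at most 1). The quasi-likelihood test called at most 1 and at most 2 genes in the same simulated contrasts. A fit of the COMB and CTR libraries alone called 5 genes, all lower in COMB.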

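Genes of the processes named in Figures 6B, C were tested as lists fixed before the data were examined, with limma's camera test on the same model. The 8 list tests behind the claims, 6 for OAT-1746 and 2 of NK cell genes, were adjusted together by the Benjamini-Hochberg method. The list of small GTPases and their regulators, chosen by gene symbol, held 204 tested genes and had a median log2 fold change of 0.19 between OAT-1746 and CTR (camera adjusted p = 0.00973). Of these genes, 119 were higher in OAT-1746, and 79 had an unadjusted p under 0.05, 56 up and 23 down. Adjusted over the list alone, 41 genes were up and 7 down at 0.05, whereas 0 genes passed when adjusted over all genes tested. The call of this list held under limma's rotation test fry (adjusted p = 0.0246) and not with an estimated inter-gene correlation (adjusted p = 0.170). After a correction for gene length and GC content its median was 0.07, and the list was no longer under 0.05. The list of 40 NF-κB pathway genes had a median of 0.09 (camera adjusted p = 0.547), with 21 of its genes higher in OAT-1746. Leaving out CTR replicate 2 moved this median to -0.05. In this list 17 genes had an unadjusted p under 0.05, 9 up and 8 down, and 7 genes up and 1 down passed when adjusted over the list alone, against 0 over all genes tested. Lists of myeloid cell differentiation and of inflammatory responses were not analysed here.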

Among the differentially up-regulated genes in the OAT-1746 group, we found a significant overrepresentation of genes involved in GTPase-mediated signal transduction, myeloid cell differentiation, NF-κB (nuclear factor kappa B) signaling, and regulation of inflammatory responses. In contrast, the downregulated genes in the OAT-1746 group were related to ribosome biogenesis, the cell cycle and DNA replication, which indicates the decreased proliferative activity of the tumor-associated myeloid cells.

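Of the 78 ribosomal protein genes, 0 were higher in OAT-1746 than in CTR, and their median log2 fold change was -0.77 (camera adjusted p = 1.67e-22). The medians were -0.51 for 65 ribosome biogenesis factors (adjusted p = 3.44e-11), -0.87 for 43 S phase genes (adjusted p = 4.50e-12) and -1.20 for 54 G2/M genes (adjusted p = 3.98e-13). Unadjusted p-values under 0.05 were found for 76, 38, 25 and 29 genes of these lists, and all of them but 1 G2/M gene were lower in OAT-1746. Adjusted over the list alone, 76 ribosomal protein genes, 31 biogenesis factors, 24 S phase genes and 20 G2/M genes passed 0.05, all of them down, while 0 passed when adjusted over all genes tested. The 4 lists also passed 0.05 under fry (adjusted p = 0.0246 for each), and none did with an estimated inter-gene correlation (adjusted p from 0.170 to 0.200). OAT-1746 replicate 2 carried more of the decrease. Leaving it out gave medians of -0.53, -0.37, -0.52 and -0.67 in the order above, and leaving out replicate 1 gave -0.97, -0.57, -1.55 and -1.93. The G2/M genes were also lower in the other groups, with a median of -0.54 in anti-PD-1 and -0.43 in COMB.

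**Figure D1:**
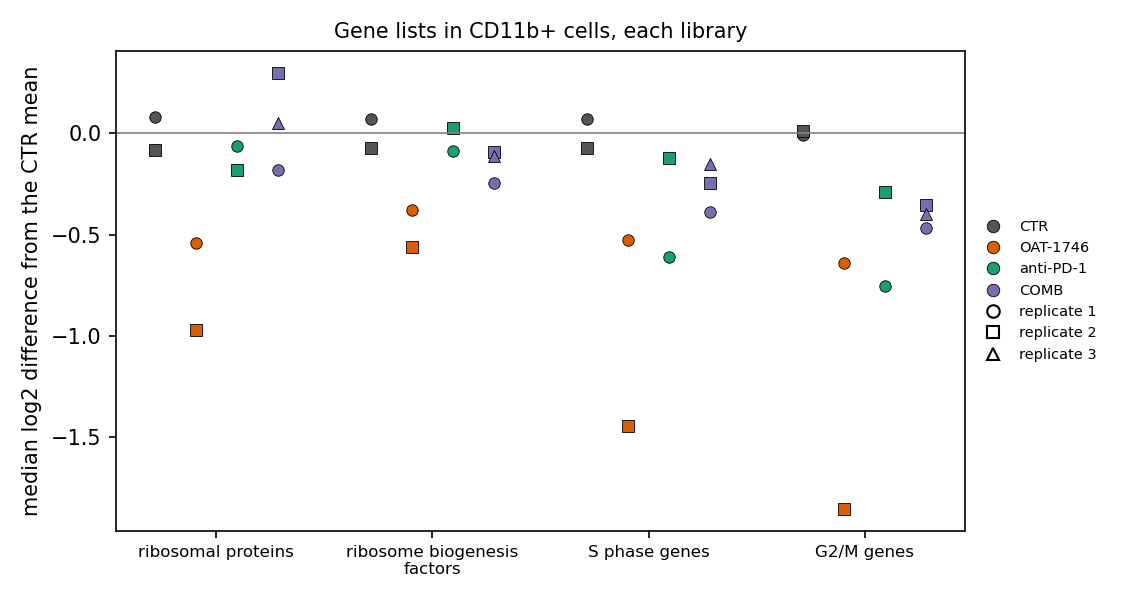
Median log2 difference from the CTR mean (vertical axis) of 4 gene lists in each of the 9 libraries, coloured by group and with a symbol per replicate. Both OAT-1746 replicates lie below both CTR replicates for each list, replicate 2 the furthest (-1.85 for the G2/M genes against -0.64 in replicate 1).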

**Figure 6:**
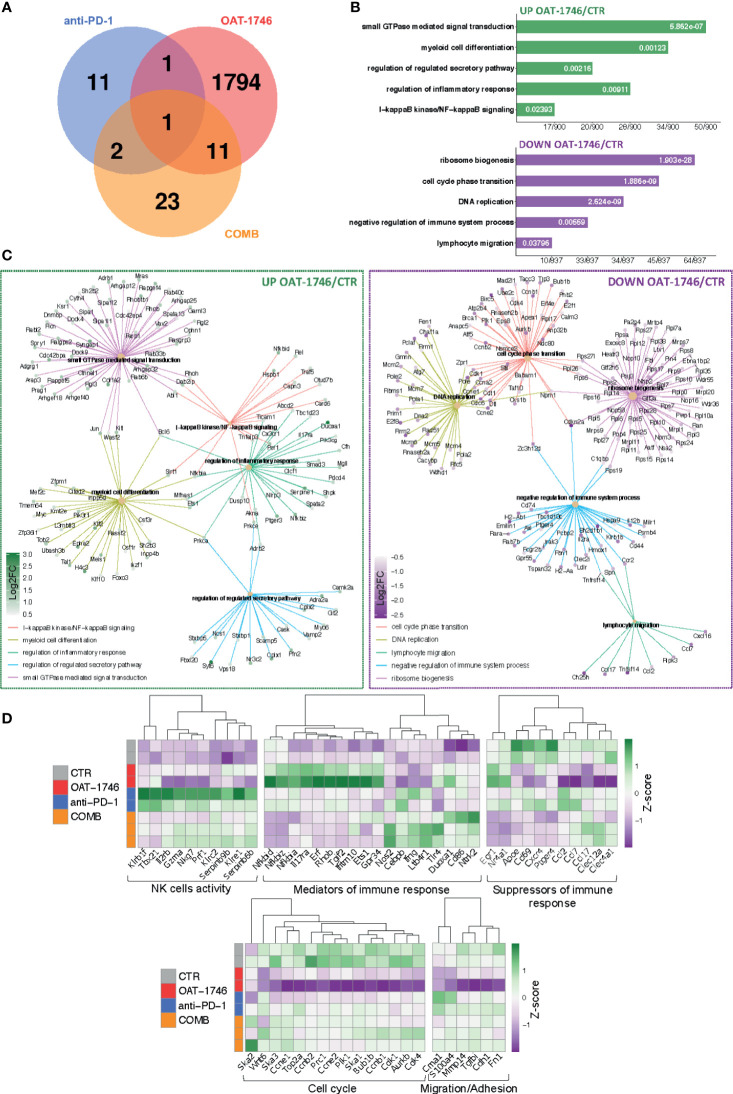
Transcriptomic profiles of CD11b^+^ from OAT-1746-treated mice show reduction of the pro-tumor phenotype genes and upregulation of gene expression indicative of antitumor responses. **(A–D)** Gene expression profiling was performed by RNA-seq of CD11b^+^ cells from the tumor-bearing hemispheres of mice from the experimental groups at day 21 post-implantation. **(A)** Venn diagram showing the number of differentially expressed genes (DEG) between OAT-1746, anti-PD-1 and COMB compared to the CTR group (p_adj_<0.05). **(B)** Functional enrichment analysis with Gene Ontology (GO) biological processes for up- and downregulated genes in OAT-1746 compared to CTR. Enriched GO pathway names are shown, the size of the bars indicates the ratio of genes (a number of genes annotated to the pathway/total number of DEGs with adjusted p-values < 0.05). **(C)** Graphical representation of selected overrepresented categories among DEGs in the OAT-1746 *versus* the CTR group **(D)** Z-score heatmaps for selected genes represent the relative change in gene expression in the CD11b^+^ cells from OAT-1746, anti-PD-1 or COMB treated animals.

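The genes shown in Figure 6D form 5 groups, which the study chose on these libraries, so that counts within them are not independent evidence. Between OAT-1746 and CTR, an unadjusted p under 0.05 was found for 14 of 15 cell cycle genes (all down), 11 of 18 mediators (all up) and 10 of 11 suppressors of the immune response (9 down, 1 up), 6 of 6 migration and adhesion genes (all down) and 1 of 10 genes of NK cell activity (up). None of these genes passed 0.05 when adjusted over all genes tested. Adjusted over the list alone, 14, 11, 10, 6 and 0 genes passed, and DESeq2 called 13, 10, 9, 6 and 1 of them. Both OAT-1746 libraries lay below both CTR libraries for 14 of the cell cycle genes, 9 of the suppressors and all 6 migration genes, and above both for 14 of the mediators. Chance puts 2 libraries wholly below 2 others for 16.7% of genes. Of the 6 migration genes, 3 (Fn1, S100a4 and Tgfbi) belong to a list of 20 monocyte/macrophage genes fixed before the data were examined. Its median against the CTR mean was -0.23 in OAT-1746 replicate 1 and -2.44 in replicate 2. A change in the share of these cells was not told apart from a change within them. The suppressors not lower in OAT-1746 were Egr1 (log2 fold change 1.97, standard error 0.28) and Nr4a1 (0.56, standard error 0.45, and -0.05 without OAT-1746 replicate 2), which were lower in COMB than in CTR (-1.77 and -2.00). For COMB against CTR, 7 mediators (5 up, 2 down) and 6 suppressors (all down) had an unadjusted p under 0.05, and DESeq2 called 4 mediators, 1 of them lower (Nfkbiz), and 5 suppressors, all lower.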

We selected several DEGs which showed statistically significant changes in at least one of these different comparisons (OAT-1746 *vs* CTR, anti-PD-1 *vs* CTR or COMB *vs* CTR) and profiled their expression in CD11b^+^ cells from the tested groups (**Figure 6D**). 

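A list of 22 NK cell genes fixed before the data were examined, 8 of which also appear in Figure 6D, had a median log2 fold change of 2.21 between anti-PD-1 and CTR (camera adjusted p = 6.13e-39). All 22 genes were higher under anti-PD-1, and 17 had an unadjusted p under 0.05. The same number passed when adjusted over the list alone, and 0 when adjusted over all genes tested. This call held under fry (adjusted p = 0.0246). With an estimated inter-gene correlation it was under 0.05 before the adjustment over the 8 list tests and not after it (adjusted p = 0.0845). Leaving out anti-PD-1 replicate 1 lowered the median to 1.59, and leaving out replicate 2 raised it to 2.61. Between COMB and CTR the median was 1.05 (camera adjusted p = 8.81e-09), with 19 genes higher, 7 at an unadjusted p under 0.05, and 1 gene passing when adjusted over the list alone against 0 over all genes tested. The call for COMB did not hold under fry (adjusted p = 0.174) or with an estimated correlation (adjusted p = 0.176). The COMB libraries differed, with medians of 0.35, 1.10 and 0.98 above the CTR mean in replicates 1, 2 and 3. All 22 genes were lower in COMB than in anti-PD-1, with a median difference of -1.16 that was under an unadjusted 0.05 in camera and not in fry. Only 10 of the 22 genes exceeded 1 CPM in CTR. With the gene whose CTR libraries held at most 3 counts set to its bound, the medians stayed at 2.21 and 1.05. OAT-1746 alone gave a median of 0.00 (-0.05 when Klrc2, at most 1 count in each CTR and OAT-1746 library, was left out), from -0.98 without replicate 1 to 0.57 without replicate 2.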

Genes associated with differentiation and cytotoxic activity of NK cells were significantly upregulated under anti-PD-1 treatment and in combination with OAT-1746. This group included genes coding for NK cell surface proteins (*Klrb1f*, *Klre1*, *Klrc2*), cytotoxic granule protein (*Nkg7*), T-Box transcription factor 21 (*Tbx21*), which is involved in NK cell differentiation and regulation of IFNγ expression, as well as granzyme A (*Gzma*) and perforin (*Prf1*), which are the major cytolytic factors in antitumor response of cytotoxic NK and T cells. 

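Gzma (ENSMUSG00000023132) had 16.3 ± 0.472 CPM (SD, n = 2) in CTR, 77.8 ± 39.5 (SD, n = 2) in anti-PD-1 and 43.4 ± 17.4 (SD, n = 3) in COMB. Its log2 fold change against CTR was 2.25 under anti-PD-1 (standard error 0.58, adjusted p = 0.951) and 1.41 in COMB (standard error 0.53, adjusted p = 0.752), both from edgeR's quasi-likelihood test. Prf1 rose from 6.76 CPM in CTR to 35.7 under anti-PD-1 and 16.6 in COMB, where replicate 1 (7.49 CPM) lay between the CTR libraries (8.29 and 5.23 CPM). Nkg7 changed by 2.38 and 1.50, Klre1 by 3.98 and 2.56 and Klrb1f by 3.50 and 1.51 on the log2 scale under anti-PD-1 and in COMB. Klrc2 had 0 counts in both CTR libraries and was at least 7.79-fold higher under anti-PD-1 and at least 4.95-fold higher in COMB. Tbx21 rose by 2.58 under anti-PD-1, while in COMB its change of 0.39 turned to -0.13 when CTR replicate 2 was left out. The adjusted p was 0.951 for each of these genes under anti-PD-1 and ranged from 0.673 to 0.877 in COMB. DESeq2 called Gzma, Nkg7, Klre1, Klrb1f, Klrc2 and Tbx21 under anti-PD-1 (adjusted p from 0.0119 to 0.0499) and not Prf1 (0.0617, and 0.0497 when DESeq2 was run on all genes, chosen after seeing the data), and in COMB only Klrc2 of these genes (0.0497). Klrb1f, Klre1 and Klrc2 had under 10 CPM in every library, and they belong to a gene family whose shared reads the mapping quality filter of at least 10 could have removed.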

In parallel, *Serpinb6b* and *Serpinb9b*, which encode serine protease inhibitors, were upregulated, which may protect leukocytes from the cell death mediated by granzyme A and B, respectively. Such a signature indicates an increased intra-tumoral influx of activated cytotoxic NK cells.

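Serpinb6b, on chromosome 13 from 32965209 to 32979067 of GRCm38, had 5.05 ± 0.261 CPM (SD, n = 2) in CTR, 13.7 ± 2.85 (SD, n = 2) under anti-PD-1 and 11.3 ± 1.58 (SD, n = 3) in COMB, with every treated library above both CTR libraries. Its log2 fold change was 1.44 under anti-PD-1 (adjusted p = 0.951 in edgeR, 0.0617 in DESeq2) and 1.17 in COMB (adjusted p = 0.673 in edgeR, 0.0876 in DESeq2), so that neither tool called it. Serpinb9b, on chromosome 13 from 33027416 to 33041884, had 3 counts and 0 counts in the CTR libraries. It was at least 13.3-fold higher under anti-PD-1 and at least 7.99-fold higher in COMB, and DESeq2 called it in both (adjusted p = 0.0245 and 0.0497) where edgeR did not (0.951 and 0.673). It was also at least 5.78-fold higher in OAT-1746. Reads shared with the neighboring paralogs of these inhibitors were removed or kept by the authors' mapping quality filter and cannot be told from the counts.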

Moreover, treatment with OAT-1746 induced the expression of genes related to NF-κB pathways (*Nfkbia*, *Nfkbid*, *Nfkbiz*) and a number of GTPases-encoding genes, including RhoB (*Rhob*), which was shown to increase NF-κB activity towards *IL-1β*, *IL-6*, and *TNF-α* genes in macrophages (45). 

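Nfkbiz had 797 ± 306 CPM (SD, n = 2) in OAT-1746 and 251 ± 2.26 (SD, n = 2) in CTR, a log2 fold change of 1.67 (standard error 0.29, adjusted p = 0.0610 in edgeR's quasi-likelihood test). It fell by 1.36 in COMB, to 98.2 ± 4.76 CPM (SD, n = 3). Nfkbid changed by 1.69 in OAT-1746 (standard error 0.45, adjusted p = 0.0702) and by -1.25 in COMB. Most of its rise came from OAT-1746 replicate 2 (216 CPM, against 71.4 in replicate 1 and 52.3 and 36.8 in CTR), and without that replicate the log2 fold change was 0.70. Nfkbia rose by 0.96 (standard error 0.20, adjusted p = 0.0610) and Rhob by 1.24 (standard error 0.22, adjusted p = 0.0610) in OAT-1746, and in COMB they changed by 0.14 and 0.24. Rhob, on chromosome 12 from 8497661 to 8500009 of GRCm38, had the highest level of these genes, at 3831 CPM in OAT-1746 and 1624 in CTR. Each of the 4 genes was higher in both OAT-1746 libraries than in both CTR libraries. DESeq2 called all 4 between OAT-1746 and CTR, with adjusted p-values from 1.06e-05 to 0.00480.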

In CD11b^+^ cells from mice treated with OAT-1746, we found high expression of *Gpr34*, which is upregulated in microglia during inflammation, *Tgif2*, which encodes a repressor of TGFβ-mediated responses, and *Duoxa1*, which encodes dual oxidase maturation factor 1 (DUOXA1) involved in pathways generating reactive oxygen species (ROS). 

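Gpr34, on chromosome X, had 1098 ± 228 CPM (SD, n = 2) in OAT-1746 and 560.3 ± 239 (SD, n = 2) in CTR, a log2 fold change of 0.97 (standard error 0.32, adjusted p = 0.0893 in edgeR, 0.0321 in DESeq2). The CTR libraries themselves differed (392 and 729 CPM), and the change was 0.59 without CTR replicate 1 and 1.49 without CTR replicate 2. Gpr34 also belongs to a list of 16 microglia genes fixed before the data were examined. The median of that list was 0.93 in the same contrast, so that a change in the share of microglia cannot be told apart from a change of Gpr34 within cells. Tgif2 changed by 2.10 (standard error 0.29, adjusted p = 0.0599 in edgeR, 1.42e-07 in DESeq2), from 11.0 and 13.7 CPM in the CTR libraries to 36.4 and 69.5 in OAT-1746. In COMB its log2 fold change against CTR was -0.01. Duoxa1 was near the floor, with 1 and 4 counts in the CTR libraries. Its mean was 1.24 CPM in OAT-1746 and 0.148 in CTR (adjusted p = 0.0667 in edgeR), and DESeq2's independent filtering left it without an adjusted p in this contrast. DESeq2 run on all genes, an alternative chosen after seeing the data, called it (adjusted p = 0.0209).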

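In the COMB libraries Nos2 had 23.0, 184 and 210.2 CPM in replicates 1, 2 and 3, against 16.9 and 19.5 in CTR, so that replicates 2 and 3 carried its rise. The log2 fold change was 2.93 (standard error 0.91, adjusted p = 0.712 in edgeR, 0.296 in DESeq2), and 2.50 without replicate 3. Tlr4 changed by 0.30 (standard error 0.14, adjusted p = 0.752) and Cd86 by 0.31 (standard error 0.14, adjusted p = 0.752), with each COMB library above both CTR libraries, as chance gives for 10% of genes. DESeq2 gave adjusted p-values of 0.777 for Tlr4 and 0.702 for Cd86. Ifng was near the floor, with 4 and 3 counts in CTR and 6, 12 and 10 counts in COMB (adjusted p = 0.752 in edgeR, 0.900 in DESeq2). None of these genes was called in COMB by either tool. Under anti-PD-1 alone, Nos2 differed between the replicates, at 16.0 and 70.9 CPM.

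**Figure D2:**
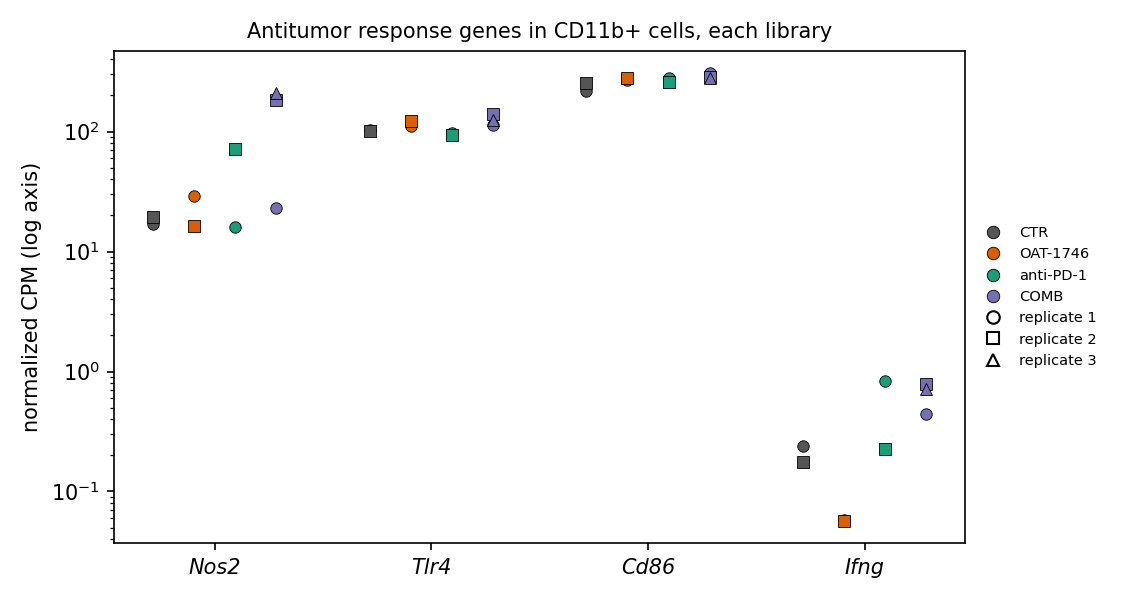
TMM-normalized CPM (log axis) of Nos2, Tlr4, Cd86 and Ifng in each of the 9 libraries, coloured by group and with a symbol per replicate. Nos2 is at 184 and 210.2 CPM in COMB replicates 2 and 3 and at 23.0 CPM in replicate 1, while Tlr4 and Cd86 lie close together in all groups.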

Effective upregulation of several genes implicated in the antitumor immune response, such as those encoding for nitric oxide synthase (*Nos2*), IFNγ (*Ifng*), Tlr4 (*Tlr4*), and CD86 (*CD86*), which provides co-stimulatory signals necessary for T-cell activation, has been demonstrated in the COMB group.

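Top2a fell from 40.8 and 35.9 CPM in the CTR libraries to 19.4 and 5.38 in OAT-1746 replicates 1 and 2, a log2 fold change of -1.63 (standard error 0.56, adjusted p = 0.0949 in edgeR, 0.0247 in DESeq2). Ccnb1 changed by -1.89, Ccne1 by -1.29, Ccne2 by -1.85, Bub1b by -1.53 and Aurkb by -1.71, with standard errors from 0.33 to 0.61 and adjusted p-values from 0.0610 to 0.0984 in edgeR and from 0.00185 to 0.0485 in DESeq2. Each of these 6 genes was lower in both OAT-1746 libraries than in both CTR libraries, and the decrease was larger in replicate 2. Without it, their log2 fold changes lay between -1.31 (Aurkb) and -0.69 (Ccne1). Ska3 changed by -3.13 (standard error 0.77, adjusted p = 0.0646) and had 6 and 1 counts in OAT-1746. Ska1 had 5 and 0 counts in OAT-1746, and a mean of 0.146 CPM against 1.10 in CTR (adjusted p = 0.0906). Ska2 did not differ, with 2.80 ± 0.0745 CPM (SD, n = 2) in OAT-1746 and 2.82 ± 0.336 (SD, n = 2) in CTR, a log2 fold change of -0.01 (standard error 0.30) whose sign varied with the processing. Prc1, a cell cycle gene of Figure 6D, had the smallest adjusted p of that group (0.0600, log2 fold change -2.24, standard error 0.37).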

Treatment with OAT-1746 resulted in a reduced expression of genes related to DNA replication and cell cycle progression, including topoisomerase 2a (*Top2a*), cyclin B1, E1 and E2 (*Ccnb1*, *Ccne1*, *Ccne2*); spindle and kinetochore-associated complex subunit 1, 2 and 3 (*Ska1*, *Ska2*, *Ska3*), as well as mitotic checkpoint kinase Bub1b (*Bub1b*) and aurora kinase B (*Aurkb*), which are involved in chromosome segregation during mitosis. This is consistent with the requirement of arginase activity for the production of L-ornithine from arginine, which is required for cell proliferation (46).

Among downregulated genes in the OAT-1746 group, we identified those involved in lymphocyte chemotaxis, i.e. *Ccl2*, *Ccl7* and *Ccl17*, and genes related to migration and invasion (*Cme1*, *S100a4* and *Mmp14*). 

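Ccl7 had 21.4 ± 11.8 CPM (SD, n = 2) in OAT-1746 and 73.4 ± 8.74 (SD, n = 2) in CTR, a log2 fold change of -1.78 (standard error 0.38, adjusted p = 0.0610 in edgeR, 0.000595 in DESeq2). Ccl2 changed by -0.91 (standard error 0.29, adjusted p = 0.0851 in edgeR, 0.0339 in DESeq2), and by -0.46 without OAT-1746 replicate 2. Ccl17 changed by -1.70 (standard error 0.38, adjusted p = 0.0618 in edgeR, 0.00468 in DESeq2), with 1.46 and 1.43 CPM in OAT-1746 and 6.01 and 3.41 in CTR. Under anti-PD-1, Ccl2 was instead higher than in CTR, by 0.66 on the log2 scale (adjusted p = 0.951). Mmp14 fell from 766 and 547 CPM in CTR to 316 and 96.2 in OAT-1746 replicates 1 and 2, a log2 fold change of -1.67 (standard error 0.50, adjusted p = 0.0779 in edgeR, 0.00890 in DESeq2) that was -1.04 without replicate 2. S100a4, with 15 and 19 counts in CTR and 2 and 0 in OAT-1746, was at least 5.78-fold lower. The gene written Cme1 was read as Cma1, the symbol in Figure 6D. Cma1 had 10 and 4 counts in CTR and 0 in both OAT-1746 libraries, and was at least 2.39-fold lower. Each of the 6 genes was lower in both OAT-1746 libraries than in both CTR libraries.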

Ccl2 and Ccl7 (also known as monocyte chemoattractant protein 1 and 3, respectively) play a critical role in the recruitment of monocytes and neutrophils to the inflamed or tumor tissue, while Ccl17 attracts regulatory T cells (47). Metalloproteinase 14 (MMP14) participates in MMP2 activation and the degradation of the extracellular matrix (ECM). MMP14 is upregulated in GAMs, and its expression correlates with the increased tumor growth in murine glioma models (48). *Clec12a* and *Clec4a1*, encoding inhibitory receptors for dendritic cells, were downregulated in the OAT-1746 group. 

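Clec12a had 40.8 ± 19.3 CPM (SD, n = 2) in OAT-1746 and 99.3 ± 10.2 (SD, n = 2) in CTR, a log2 fold change of -1.28 (standard error 0.39, adjusted p = 0.0798 in edgeR, 0.0172 in DESeq2). Clec4a1 had 48.7 ± 23.4 CPM (SD, n = 2) in OAT-1746 and 120.4 ± 25.4 (SD, n = 2) in CTR, a log2 fold change of -1.31 (standard error 0.37, adjusted p = 0.0726 in edgeR, 0.0111 in DESeq2). Without OAT-1746 replicate 2 the changes were -0.85 and -0.87, and without replicate 1 they were -1.87 and -1.90. In COMB, Clec12a differed between the libraries, with 60.2, 130.1 and 126 CPM in replicates 1, 2 and 3.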

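Apoe, on chromosome 7 from 19696109 to 19699188 of GRCm38, had 2634 ± 437 CPM (SD, n = 2) in CTR, 1188 ± 126 (SD, n = 2) in OAT-1746 and 1255 ± 127 (SD, n = 3) in COMB. Its log2 fold change was -1.15 in OAT-1746 (standard error 0.20, adjusted p = 0.0610 in edgeR, 9.55e-06 in DESeq2) and -1.07 in COMB (standard error 0.18, adjusted p = 0.631 in edgeR, 9.26e-05 in DESeq2). It was lower under anti-PD-1 as well, by -0.65 (adjusted p = 0.951 in edgeR, 0.406 in DESeq2). Cd69 changed by -1.55 in OAT-1746 (standard error 0.23, adjusted p = 0.0599 in edgeR, 7.09e-06 in DESeq2) and by -1.03 in COMB (standard error 0.20, adjusted p = 0.631 in edgeR, 0.0281 in DESeq2). Cxcr4 changed by -0.83 in OAT-1746 (adjusted p = 0.128 in edgeR, 0.0776 in DESeq2) and by -1.21 in COMB (adjusted p = 0.673 in edgeR, 0.0618 in DESeq2), so that neither tool called it in either contrast. DESeq2 run on all genes, chosen after seeing the data, called it in COMB (adjusted p = 0.0468). Without OAT-1746 replicate 2 its change in OAT-1746 was -0.39. Each of the 3 genes was lower in every OAT-1746 and COMB library than in both CTR libraries.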

The expression of genes encoding factors involved in the suppression of immune responses, i.e.: ApoE – a marker of an anti-inflammatory GAMs phenotype (49), CD69 – a negative regulator of immune responses implicated in inducing the exhaustion of tumor-infiltrating T cells (50), and Cxcr4 – a receptor for the immunosuppressive chemokine Cxcl12, were downregulated in the OAT-1746 and COMB groups. The decreased expression of these genes together with the upregulation of genes encoding mediators of the pro-inflammatory response suggests reprogramming of myeloid cells and restoration of the antitumor immunity.

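Of the 11 suppressors in Figure 6D, 9 were lower in OAT-1746 and 9 in COMB than in CTR. Of the 18 mediators, 15 were higher in OAT-1746, 16 under anti-PD-1 and 14 in COMB, with medians of 0.96, 0.44 and 0.29. Among the mediators, 3 were lower in OAT-1746 than in CTR, Cebpb (-0.42, and 0.04 without CTR replicate 1), Ltb4r1 (-0.68) and Ifng, the last with 1 count in each OAT-1746 library. Cebpb was higher under anti-PD-1 (1.85) and in COMB (1.30), and DESeq2 called it in both (adjusted p = 0.00957 and 0.0458). These contrasts share their CTR libraries, and no gene of Figure 6D passed an adjusted p of 0.05 in any of them in edgeR's quasi-likelihood test. From the decrease of the suppressors together with the increase of mediators of the pro-inflammatory response, the paper proposes that the myeloid cells are reprogrammed and antitumor immunity is restored.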

## Discussion

Current therapies are not effective in glioblastoma patients as gross resection does not completely remove tumor cells, and the inactivation of tumor suppressors and enhanced DNA repair result in tumor cell resistance to radiotherapy and TMZ. Approximately 40% of patients with GBM do not or poorly respond to therapy and patients frequently experience fast tumor recurrence (51). While immunotherapy has been effective in many solid tumors, the results in GBM are disappointing despite the fact that PD-1 is an important checkpoint inhibitor in GBM (11). The failure of GBM to respond to anti-PD-1 is attributed to the immunosuppressive TME, which as in other “cold” tumors is characterized by a paucity of tumor infiltrating lymphocytes and a predominance of immunosuppressive myeloid cells (52–54). GAMs produce CCL2, a chemokine recruiting CCR4^+^ Treg and CCR2^+^Ly-6C^+^ monocytic MDSCs in murine gliomas (41). The combination of PD-1 blockade and CCR2 inhibition (both genetic and pharmacological with the CCR2 agonist CCX872) improved survival of KR158 glioma-bearing mice, and reduced accumulation of CD11b^+^/Ly6C^hi^/PD-L1^+^ MDSCs in gliomas. The combined treatment resulted in increased TILs infiltration, IFNγ expression and the decreased expression of exhaustion markers in CD4^+^ and CD8^+^ T cells (55).

Exploring various public datasets we found the elevated expression of *ARG1* and *ARG2* in high grade gliomas, in particular in highly aggressive GBMs. Interrogation of single-cell sequencing data from gliomas shows *ARG1* and *ARG2* expression in both malignant cells and microglia/macrophages in human high grade gliomas. Both arginase isoforms are expressed in myeloid cells in murine experimental gliomas, however *Arg1* mRNA levels are significantly higher than *Arg2*. Moreover, *Arg1*, a phenotypic marker of immunosuppressive myeloid cells, is expressed mainly in infiltrating monocytes as compared to microglia.

Newly developed ARG1/2 inhibitors showed a comparable inhibitory efficacy towards recombinant proteins *in vitro* as two reference inhibitors and several compounds described in the literature (56). In microglia-glioma co-cultures, which are used to model microglia-induced glioma invasion, OAT-1746 at micromolar concentrations strongly reduced glioma invasion, and this effect was concentration dependent. The reference compound was less effective and did not show any dose dependency. OAT-1746 up to the concentration of 1 mM was not toxic to two types of microglial cells and glioma cells, only a 20% reduction of the cell viability was detected in U87-MG glioma cells treated with this high dose of the drug. The concentration that showed toxicity exceeds by over two orders of magnitude the effective concentration of the inhibitor. The results provide evidence for the efficacy of a new compound and its safety in therapeutically relevant concentrations. Moreover, in the previous studies OAT-1746 showed no toxicity in experimental animals after multiple oral dosing in mono- or combinatorial therapies in other tumor models (36, 57). The presented data provide a strong rationale for using an ARG1 inhibitor OAT-1746 to block the pro-tumor activity of GAMs. OAT-1746 penetrated BBB and significantly increased the concentration of arginine in the brain and plasma of the receiving mice. While OAT-1746 did not affect the accumulation of microglia/macrophages (Iba1^+^ cells) and CD8^+^ cells, it considerably changed the transcriptomic profiles in CD11b^+^ immunosorted from tumor-bearing brains.

OAT-1746 had the highest impact on the transcriptome of CD11b^+^ cells in comparison to other treatments. Gene Ontology (GO) term enrichment revealed a significant overrepresentation of genes involved in GTPase-mediated signal transduction, myeloid cell differentiation, NF-κB signaling and the regulation of inflammatory responses, with simultaneous significant downregulation of genes related to ribosome biogenesis, the cell cycle and DNA replication. These changes in transcriptome are consistent with the decreased proliferation of GAMs (*Top2a*, *Ccnb1*, *Ccne1*, *Ccne2*, *Ska1*, *Ska2*, *Ska3, Bub1b, Aurkb*) and changes in their functions. High expression of inflammation mediators such as genes coding for *Gpr34* and *Duoxa1* indicates a switch to the pro-inflammatory phenotype. This is consistent with the requirement of the arginase activity for the production of L-ornithine and polyamines for cell proliferation (46).

Moreover, OAT-1746 treatment affects the expression of genes involved in leukocyte chemotaxis (*Ccl2*, *Ccl7*, *Ccl17)* and supporting glioma migration and invasion (*Cme1*, *S100a4* and *Mmp14)*. Ccl2 and Ccl7 control the recruitment of monocytes and neutrophils to the inflamed or tumor tissues, while Ccl17 attracts regulatory T cells (47). MMP14 (MT1MMP) is a metalloproteinase upregulated in GAMs, which activates MMP2 and ECM degradation (48). *Clec12a* and *Clec4a1*, which encode dendritic cell inhibitory receptors, were downregulated in the OAT-1746 group.

Ccl2 is released by many cells present in the tumor microenvironment, including stromal cells, leukocytes, endothelial cells, and malignant cells, which results in augmentation of the plasma chemokine levels (58). Despite decreased expression of *Ccl2* mRNA in CD11b^+^ cells immunosorted from the tumor-bearing brains of OAT-1746-treated animals, the other cells in the tumor microenvironment could still be the source of the cytokine and augment Ccl2 plasma levels. In humans and in animal glioma models, increased CCL2 expression has been associated with high number of GAMs infiltrating tumor tissues, increased angiogenesis and tumor invasion, and poor clinical prognosis (59–61). Impact of increased Ccl2 and decreased Ccl5 plasma levels in OAT-1746 treated animals on the outcome of potential treatment requires further investigation. Measuring the levels of cytokines in the brain or tumor tissue would provide additional insights into the mechanism of action of mono- and combined therapies

Interestingly, the transcriptomic analysis showed the upregulation of several genes implicated in antitumor immune responses such as *Nos2*, *Ifng*, *Tlr4* and *CD86* upon the combinatorial therapy. Genes associated with differentiation and cytotoxic activity of NK cells were significantly upregulated upon anti-PD-1 treatment and COMB therapy. The CD11b^+^ population encompasses NK cells. The upregulation of genes encoding NK surface proteins (*Klrb1f*, *Klre1*, *Klrc2*), cytotoxic granule protein (*Nkg7*), T-Box transcription factor 21 (*Tbx21*), granzyme A (*Gzma*) and perforin (*Prf1*), along with the upregulation of *Serpinb6b* and *Serpinb9b* that protect leukocytes from the granzyme-mediated cell death, suggests the restoration of NK cell functions. Downregulation of genes encoding proteins acting as the suppressors of the immune responses: ApoE, CD69 (50), and Cxcr4 in OAT-1746 and COMB groups indicates the restoration of antitumor functions of CD11b^+^ cells, which may explain the antitumor effect of the combination therapy. These results indicate how important for the effective immunotherapy is the reprogramming of TME. Altogether, our results demonstrate that combining OAT-1746 with PD-1 inhibition may be a promising strategy for the therapy of GBM patients. The complexity of interactions in the tumor microenvironment, arginase inhibition in different cells and anti-PD-1 inhibition resulting in changes of the immune compartment may explain a low number of differentially expressed genes in the COMB group and a small overlap of OAT-1746 mono and combined treatment Future testing of the drug efficacy on established tumors, alternatively to the currently studied preventive treatment regimen, would provide additional information on a mode of action and a translational potential of OAT-1746. ARG1 expression is substantially elevated in myeloid cells in cancer and mitigates antitumor responses *via* multiple mechanisms. Arginase production by macrophages not only leads to the inhibition of antitumor response *via* L-arginine degradation, but also increases the proliferation of tumor cells, which is associated with the production of L-ornithine and then polyamines. Moreover, L-arginine depletion in the tumor microenvironment attenuates nitric oxide (NO) production and reduces its cytotoxic effects on tumor cells (62).

Cytotoxic lymphocytes require exogenous arginine for proliferation (19, 21, 63) and low plasma arginine levels are linked to immunosuppression in cancer patients (64). Arginase 1 expression in malignant cells and myeloid cells in the TME represents a powerful mechanism for tumor immune evasion (65). Dietary supplementation with L-arginine altered the spectrum of TILs and enhanced cytotoxicity in human colorectal and breast cancers (66, 67). Elevation of arginine levels exerted immune-stimulatory effects in various cancers, for example blocking arginase activity with nor-NOHA in leukemic cells induced cell death (68) and treatment with another inhibitor CB-1158 had antitumor effects in several non-CNS cancers in mice (24). Here we demonstrate that a novel, oral ARG1/2 inhibitor, which increases L-arginine levels in the brain and restores the functionality of GAMs and NK cells, sensitizes murine gliomas to the PD-1 inhibition. The combination of OAT-1746 and anti-PD1 leads to the elevation of a number of CD3^+^ T cells in the majority of tumors. Our results support a rationale of combining compounds targeting TME (such as OAT-1746) with PD-1 inhibition as a potential strategy to treat GBM patients.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus under accession number GSE173865.

## Ethics Statement

The animal study was reviewed and approved by The First Warsaw Local Ethics Committee for Animal Experimentation (approval no 562/2018).

## Author Contributions

BK, PP, and AE-M designed the experiments, evaluated the data, and wrote the manuscript. PP, KW, SC, AE-M, and NO performed the experiments, data interpretation and wrote the manuscript. BG performed RNA-seq and A-JR performed computational analyses, data interpretation and edited the manuscript. MG, PS, RB, and PD synthesized the ARG1/2 inhibitors, performed enzyme inhibition tests and determination of the inhibitor and arginine concentrations, contributed to the data interpretation and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

Studies were supported by the project DIMUNO “Development of new cancer therapies based on selective antitumor immunomodulators”- co-financed by the National Centre for Research and Development, Poland and the Foundation for Polish Science TEAM-TECH Core Facility project “NGS platform for comprehensive diagnostics and personalized therapy in neuro-oncology” (KW, AJ-R, BG, BK).

## Conflict of Interest

MG, PS, and RB are employees of OncoArendi Therapeutics. PD is a former employee of OncoArendi Therapeutics.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: A Novel Oral Arginase 1/2 Inhibitor Enhances the Antitumor Effect of PD-1 Inhibition in Murine Experimental Gliomas by Altering the Immunosuppressive Environment
**Source:** Front Oncol. 2021 Aug 24;11:703465. doi: 10.3389/fonc.2021.703465
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

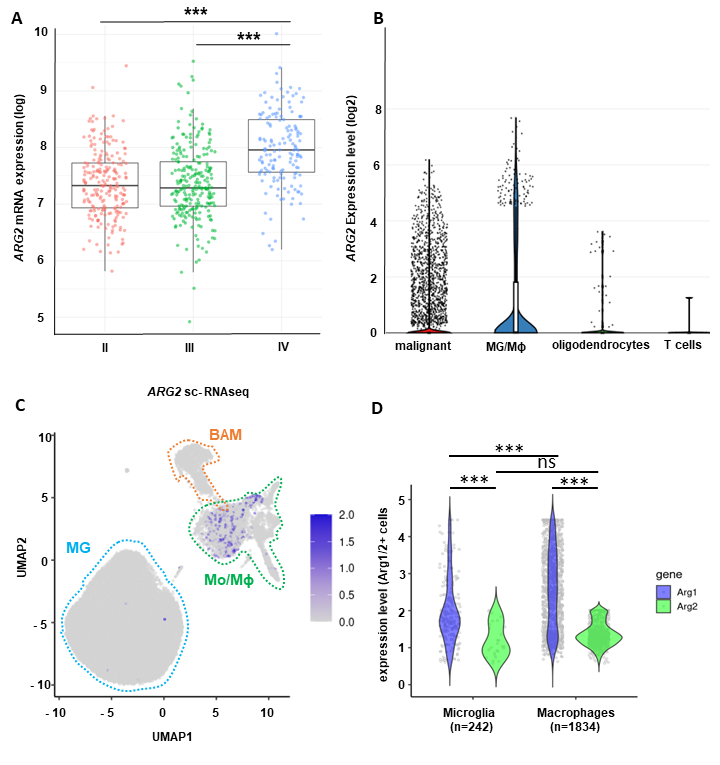

**Supplementary Figure 1. *ARG2* expression is highly upregulated in human glioblastomas and murine experimental gliomas. (A)** *ARG2* expression in gliomas of different WHO grades (WHO grades II- IV) in TCGA datasets. Statistical significance was determined by Tukey’s Honest Significant Difference (HSD); ***p<0.001. **(B)** Expression of *ARG2* in malignant cells and microglia/macrophages (MG/ MΦ) in 10 tumor samples of astrocytomas in single-cell RNA-seq datasets (public data from Ref. 33). **(C)** UMAP plot of CD11b^+^ cells from GL261 gliomas (n=8). Projection of cells combined from clusters identified as microglia, monocytes/macrophages (Mo/MΦ), and BAMs (CNS-border associated macrophages). Plots depict *Arg2* mRNA which is highly expressed in infiltrating Mo/MΦ. **(D)** Violin plots show *Arg1* and *Arg2* mRNA levels in microglia and monocyte/macrophages in the tumor-bearing mouse brain. Data collected for all cells expressing *Arg1* and/or *Arg2* detected by single cell RNAseq. Statistical significance was determined by Tukey’s Honest Significant Difference (HSD). ***p<0.001; ns – not significant.

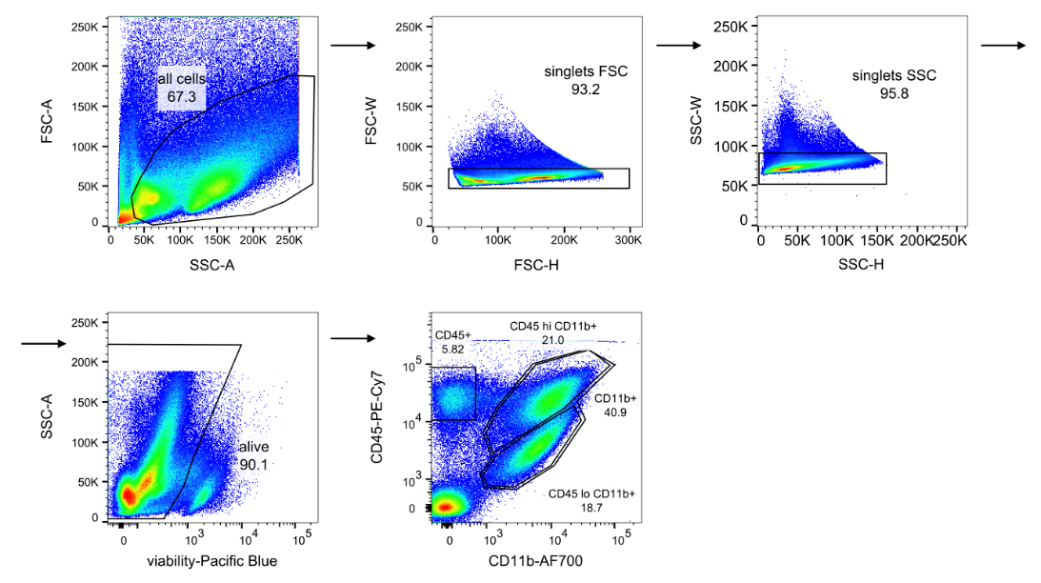

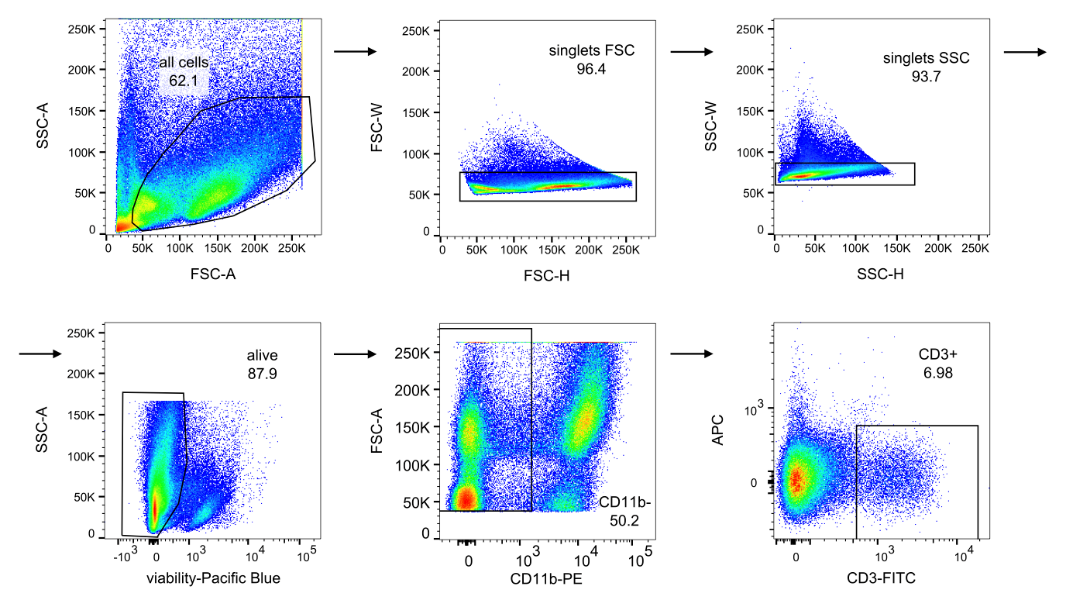

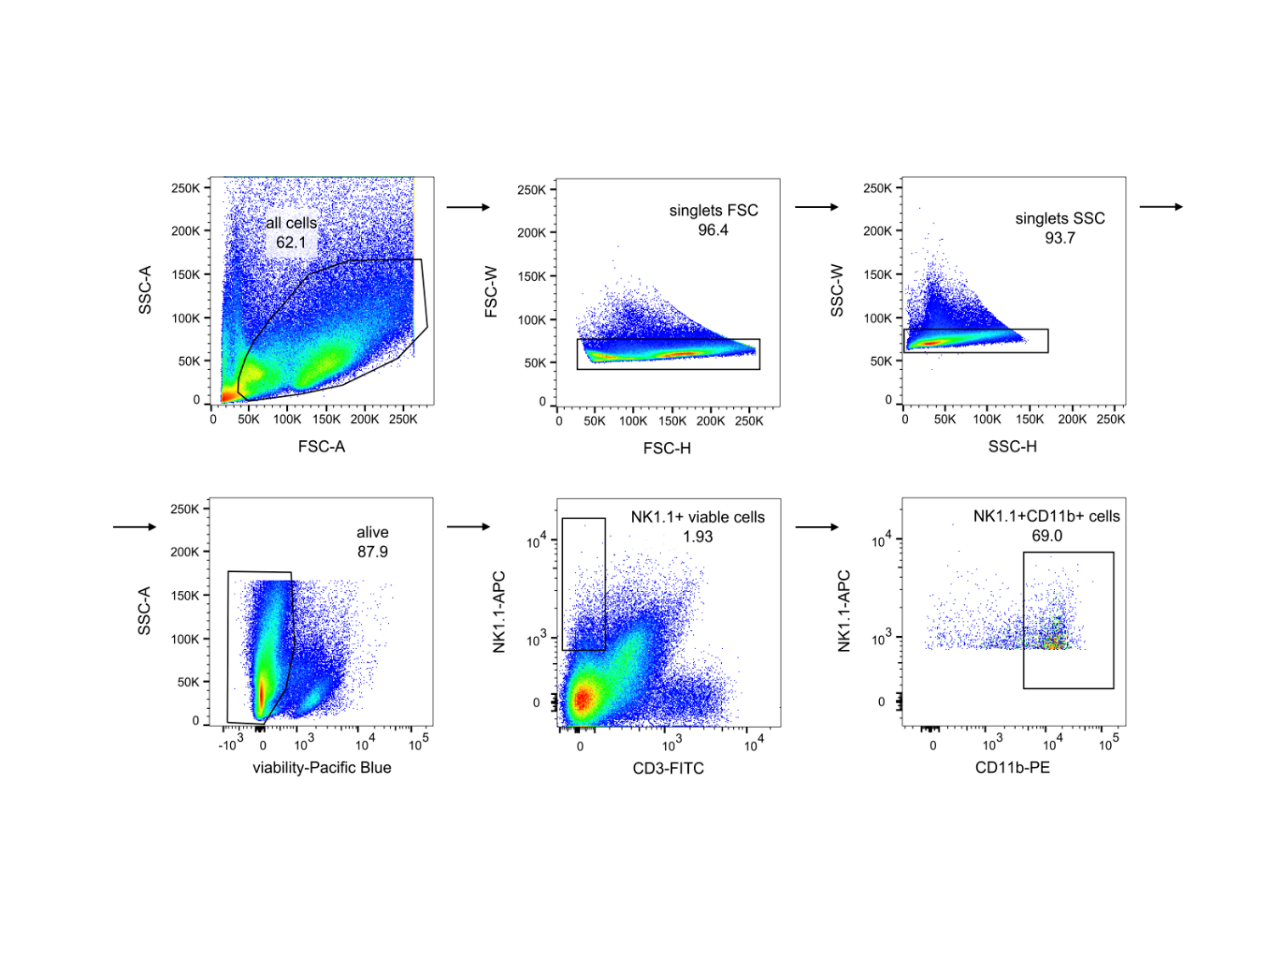

**Supplementary Figure 2.** **Gating strategy.** FSC-W/FSC-H plots were used to determine singlet gates. FSC-A/SSC-A plots were used to determine alive cells. Quadrant gates were drawn on cell

subpopulations based on differences in the surface expression of CD11b and CD45 antigens: microglia (CD11b^+^CD45^lo^), blood-derived macrophages (CD11b^+^CD45^high^ ), CD3 and NK cells.

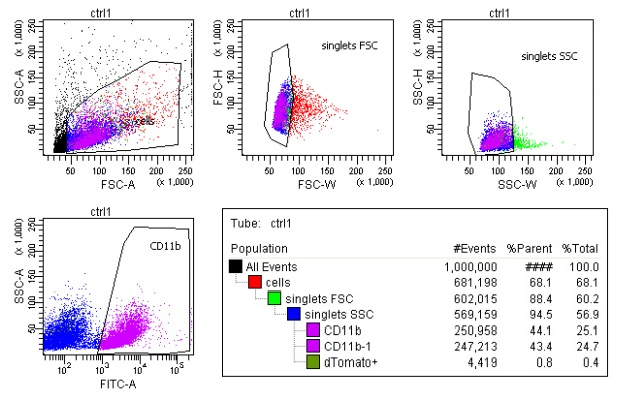

**Supplementary Figure 3.** **CD11b^+^ sorting strategy.** Representative gating strategy for control sample. Quadrant gates were drawn on cell subpopulation based on expression of CD11b labeled with FITC.

## Supplementary Tables

**Supplementary Table 1.** Specifications, catalog numbers and dilutions of reagents used for flow cytometry and immunohistochemistry

| **Reagent** | **Manufacturer** | **Cat. number** | **Clone** | **Fluorophore** | **Application** | **Dilution** | **Lot number** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Live Dead Fixable Violet Dead Cell | ThermoFisher | L34955 | - | - | FC | 1:1000 | 1910200 |
| Stain Buffer | BD Pharmingen | 554656 | - | - | FC | - | 9329560 |
| Anti-mouse CD16/CD32  Fc Block | BD Pharmingen | 553142 | - | - | FC | 1:250 | 8130843 |
| anti-CD45 mAb | BD Pharmingen | 561868 | 30-F11 | PE-Cy7 | FC | 1:800 | 8205729 |
| anti-CD11b mb | BD Pharmingen | 557960 | M1/70 | Alexa Fluor 700 | FC | 1:800 | 7180930 |
| anti-CD11b mb | BD Pharmingen | 553310 | M1/70 | FITC | FC | 1:800 | 8295813 |
| Anti-NK1.1 mb | Miltenyi Biotec | 130-117-528 | PK136 | APC | FC | 1:200 | 5180716359 |
| anti-CD3 | Miltenyi Biotec | 130-119-758 | REA641 | FITC | FC | 1:10 | 5190917142 |
| anti-Arginase pAb | Novus Biologicals | NB100-59740 | - | - | IF | 1:100 | S262 |
| anti-CD8 alpha | Abcam | ab217344 |  |  | IF | 1:200 | GR3216584-5 |
| anti-Iba1 | Wako | 019-19741 | - | - | IF | 1:1000 | CAF6806 |
| anti-rabbit Alexa Fluor 488 | Invitrogen | A21206 | - | Alexa Fluor 488 | IF | 1:1000 | 1874771 |
| anti-rabbit Alexa Fluor 647 | Invitrogen | A31573 | - | Alexa Fluor 647 | IF | 1:1000 | 1964354 |
| anti-goat Alexa Fluor 488 | Invitrogen | A11055 | - | Alexa Fluor 488 | IF | 1:1000 | 1915848 |

How the deposited data were processed for this re-analysis (not part of the article)

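RNA-seq of CD11b+ cells sorted from the tumor-bearing hemispheres of mice with GL261 gliomas was analysed in 9 libraries: 2 CTR, 2 OAT-1746, 2 anti-PD-1 and 3 COMB. The other experiments of the article were not analysed here. The deposited values are raw counts of read pairs per gene: according to their methods, the authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR, marked duplicates with Picard and counted pairs per gene with HTSeq in reverse stranded mode, keeping reads with a mapping quality of 10 or more. The counts carry no normalization and no filter on expression or gene type. Each column name gives the group and the replicate number, and all columns were used. The treatment label of anti-PD-1 replicate 2 names another antibody target than PD-1. It was grouped as anti-PD-1 by its title and column name, since the paper describes no other antibody.

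The counts were read in R 4.3.3. Of 53801 genes, 53620 had an entry in GENCODE mouse release M21 and 181 had none. The 21890 protein-coding genes were kept, and edgeR's filterByExpr (minimum count 10, with the 4 groups) left 12538. Library totals ranged from 13048075 to 18796479 counts. edgeR 4.0.16 normalized the libraries by TMM and fitted a quasi-likelihood model with a mean for each of the 4 groups (default settings, no robust estimation). The common biological coefficient of variation was 0.214 and the prior degrees of freedom 4.15. The contrasts were OAT-1746, anti-PD-1 and COMB against CTR, COMB against anti-PD-1, and the interaction, which is the effect of OAT-1746 in mice given anti-PD-1 minus its effect in mice without it. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no threshold on the fold change. With 2 libraries in most groups, a call rests on the spread shared between groups and genes. Log2 CPM for the correlations used a prior count of 2.

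Gene lists were written before the data were examined and tested with camera in limma 3.58.1 (preset inter-gene correlation of 0.01, two-sided). They cover ribosomal proteins, ribosome biogenesis factors, S phase, G2/M, the NF-κB pathway, small GTPases with their regulators (by symbol pattern) and NK cells. A further 17 lists of cell types and states cover T cells, B cells, microglia, monocytes/macrophages, border-associated macrophages (BAM), neutrophils, dendritic cells, MHC class II, interferon-stimulated genes, immediate early genes, neurons, oligodendrocytes, astrocytes, endothelial cells, erythroid cells, glioma cells and the mitochondrial genome. These were tested in the 3 contrasts against CTR, 51 tests adjusted together. The 8 list tests behind the paper's claims were called on the unadjusted camera p. Their adjustment over the 8 tests was added after the results were seen, and it changed no camera call. A list of 4 genes of the Y chromosome was used to check the sex of the mice. Gene Ontology terms were not used here. The level of 1 gene of the neuron list is not reported here.

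The genes named are those the paper names for these cells or shows in Figure 6D, Arg1, Arg2 and Pdcd1, and by rule the 5 DEGs with the largest rise and the 5 with the largest fall in each contrast against CTR, among DEGs with a mean of at least 5 CPM whose treated libraries all lie on the same side of all CTR libraries. That rule gave 0 genes, as no gene was called in these contrasts. In all 63 genes were found.

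The alternatives chosen before the data were examined were DESeq2 1.42.0 (Wald test, default independent filtering), DESeq2 size factors in edgeR, scaling by library size only, no low-count filter, at least 10 counts in every library, all genes in place of protein-coding genes, the replicate number as a block, a correction for gene length and GC content (loess, span 0.5), both of these together, robust estimation, limma voom with sample quality weights, fits of only the groups compared, an absolute log2 fold change over 1, fry and an estimated correlation in place of camera's preset, and leaving out each replicate. An adjusted p under 0.1 and DESeq2 run on all genes before protein-coding genes were kept were added after seeing the data. Where leaving out a replicate left a group with 1 library, no p-value or call was made.

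The steps were tested on simulated data. Of 200 genes changed by a log2 fold change of 2 in the OAT-1746 libraries, edgeR called 188 with 22 false calls, DESeq2 190 with 54 and voom 187 with 18. Of 200 random lists, camera gave an unadjusted p under 0.05 for 1. Counts with no change in any group were simulated 20 times with the fitted dispersions, and counts with a change in given OAT-1746 libraries 5 times each. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.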

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

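The test of the interaction genes without OAT-1746 replicate 2, that of gene length and GC content for the interaction, and the planned relation between NF-κB and immediate early genes, were chosen before their results were seen. The interaction calls in simulated counts, COMB against anti-PD-1 for the immediate early genes, the tests of neuron and astrocyte RNA, the reading of the NF-κB genes in COMB and the rule that picked these lists (camera adjusted p under 0.05 and fry unadjusted p under 0.05) were chosen afterwards.

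The effect of OAT-1746 differed between mice with and without anti-PD-1. The interaction term of edgeR's quasi-likelihood test called 45 genes, 1 with a positive and 44 with a negative term, and 3281 genes had an unadjusted p under 0.05. The paper does not report this contrast. Of the 45 genes, 44 were higher in OAT-1746 than in CTR and 44 lower in COMB than in anti-PD-1, with a median interaction of -1.95 on the log2 scale. Chosen after their values were seen, the largest terms were those of Csrnp2 (-4.03), Dusp8 (-3.97) and Egr1 (-3.87, adjusted p = 0.0285), and the positive term was that of Ung (2.97). DESeq2 called all 45 among 984 genes. The count rests on COMB replicates 2 and 3: it was 0 when either was left out and 419 without COMB replicate 1. These libraries were the most alike of all pairs (Pearson's r of log2 CPM 0.989). A chi-square statistic of their raw counts, per degree of freedom, was 8.28, against 27.3 for the next closest pair. Whether they are as independent of each other as the other libraries cannot be told from the counts. Without OAT-1746 replicate 2 all 45 genes kept their direction and no less of their term than they lost, but these genes were chosen by the interaction itself, so that this decides nothing. A change carried by replicate 2 alone is argued against by simulation: with its change in that library only and the other groups as observed, edgeR called 0 interaction genes in each of 5 simulations. With the change of replicate 1 only, edgeR called 33 to 61 (median 47), so that the call count does not exclude a change in replicate 1 alone. The simulated counts give more calls than the data, 793 to 867 when each library was changed as observed. A number near 45 therefore does not single out a change in replicate 1 alone either. Without replicate 1 the median term of the 45 genes was -2.23, with the same limit from their choice. The immediate early list, fixed before the data were examined, had a median interaction of -2.50 without replicate 1. Its median in replicate 2 lay 1.50 above the CTR mean. These values argue against a change in replicate 1 alone for that list. Gene length and GC content are argued against as the whole cause, since 39 of the 45 were still called after that correction. What stays open is the order and duration of tissue dissociation, which the paper does not give by library, and a biological interaction of the treatments. Neither was tested.

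The immediate early genes moved in opposite directions in the groups. The median of 24 genes was 1.04 between OAT-1746 and CTR (camera adjusted p = 5.94e-08), with 22 genes up, and -0.81 between COMB and CTR (camera adjusted p = 1.34e-17), with 20 genes down. Without OAT-1746 replicate 2 the first median was 0.46. The interaction of the list was -2.09 (-1.74 without OAT-1746 replicate 2), with 21 genes at an unadjusted p under 0.05, 21 adjusted over the list alone and 6 over all genes tested. A change carried by 1 OAT-1746 library is argued against as the whole cause of this interaction, since the list also differed by a median of -0.96 between COMB and anti-PD-1, where no library of OAT-1746 alone enters. All 24 genes were lower in COMB there, and 20 were lower in each COMB library than in both anti-PD-1 libraries, where chance gives 10% of genes. In COMB the call also passed with an estimated inter-gene correlation before adjustment, and in OAT-1746 it did not. Of the 24 genes, all exceed 1 CPM in CTR and 2 are shown in Figure 6D. The planned relation with the NF-κB genes the paper names, Rhob included, was computed across libraries and then withdrawn. It decides nothing, because the COMB libraries lie apart from the rest, and the larger cluster that remained for the immediate early median held 4 libraries. The immediate early and NF-κB medians were 0.62 and 0.91 in OAT-1746 replicate 1 and 1.50 and 1.75 in replicate 2. They were -0.05 and 0.17 in anti-PD-1 replicate 1 and 0.47 and 0.56 in replicate 2, and both lay below the CTR mean in each COMB library. In COMB, Nfkbid (-1.25) and Nfkbiz (-1.36) fell while Nfkbia (0.14) and Rhob (0.24) did not, a median of -0.55, so that a shift shared with the immediate early genes cannot be told apart from a change of these genes alone: the 4 genes go both ways. A response to cell isolation may contribute to either, and no value here tests it.

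Microglia genes were higher and MHC class II genes lower in OAT-1746 than in CTR. The median of 16 microglia genes was 0.93 (camera adjusted p = 2.24e-07), with 16 genes up, and that of 9 MHC class II genes was -1.33 (camera adjusted p = 0.000244), with 8 genes down. Neither passed with an estimated inter-gene correlation. Both OAT-1746 libraries showed the direction, with 0.81 and 1.11 for microglia and -0.97 and -1.45 for MHC class II in replicates 1 and 2. Without CTR replicate 1 the medians between OAT-1746 and CTR were 0.58 and -0.85. All genes of both lists exceed 1 CPM in CTR, and 1 microglia gene is shown in Figure 6D. A smaller share of monocytes/macrophages as the only change is argued against for replicate 2, where the list medians of 6 other cell types differed by 2.13. A change in the share of microglia and a change within cells were not tested apart, and sorting differences between mice stay open.

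Neuron genes were higher in OAT-1746 than in CTR, with a median of 0.95 over 17 genes (camera adjusted p = 0.00130), 15 of them up, and not with an estimated inter-gene correlation. Of the 17 genes, 6 exceed 1 CPM in CTR. RNA from neurons in these libraries cannot be told apart from low expression in the sorted cells: 8 of the 17 genes were higher in both OAT-1746 libraries than in each of the 7 others, where chance gives 2.78% of genes or 0.472 genes. Of these 8, Camk2a had 35.6 and 29.5 CPM in OAT-1746 against 9.13 and 16.8 in CTR, and the rest had at most 5.26 CPM in each library. These low levels keep the question open.

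Astrocyte genes were higher in COMB than in CTR, with a median of 1.01 over 10 genes (camera adjusted p = 2.66e-07), 9 of them up, also with an estimated inter-gene correlation before adjustment. The CTR libraries lay at -0.46 and 0.46 around their mean. All 10 genes exceed 1 CPM in CTR. RNA from astrocytes cannot be told apart from a change in the sorted cells: Slc1a3, the most abundant gene, had 104, 89.3 and 84.5 CPM in COMB against 50.0 and 86.2 in CTR, while Gfap moved the other way (-0.64), with 3.71, 4.29 and 2.84 CPM in COMB against 5.17 and 6.12 in CTR. The question stays open because Gfap is 1 gene and the 9 others rose. No biological explanation was tested.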

How the results depend on the processing

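All alternatives except an adjusted p under 0.1 and DESeq2 run on all genes were chosen before the data were examined. The cause of a change was not tested unless one is given.

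For OAT-1746, anti-PD-1 and COMB against CTR, COMB against anti-PD-1 and the interaction, edgeR called 0, 0, 0, 0 and 45 genes (4049, 642, 825, 907 and 3281 at an unadjusted p under 0.05). DESeq2 called 1925, 11, 37, 45 and 984. Run on all genes before protein-coding genes were kept, it called 1754, 12, 35, 39 and 874. Without a low-count filter, edgeR called 587, 0, 2, 2 and 146. limma voom with sample quality weights called 0, 0, 2, 35 and 428. Fits of only the groups compared called 0, 0, 5 and 2 in the first 4 contrasts and give no interaction. At an adjusted p under 0.1 there were 2438 genes for OAT-1746 (1302 up, 1136 down), 550 for the interaction and 0 in the other contrasts. The first 4 contrasts stayed at 0 calls with DESeq2 size factors, library size only, at least 10 counts, all genes, the length and GC correction, robust estimation and a log2 fold change over 1. The interaction had 24 genes with library size only, which moved the median of all genes to 0.10 (0.01 with TMM) for OAT-1746 and to -0.11 (-0.02 with TMM) for the interaction, and 18 when all genes were tested. It had 39 to 51 in the others of these settings.

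The replicate numbers were tried as a block. They share only a number, come from different mice and pair nothing: deviations from the group means correlated across genes with r from -0.35 to 0.10 between libraries of the same number. With the block, the interaction had 0 genes (1560 at an unadjusted p under 0.05), also with the length and GC correction, and OAT-1746 had 0 (2646). The block takes degrees of freedom from 9 libraries.

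Across the fits that each left out a COMB replicate, the interaction ranged from 0 (without replicate 2 or 3) to 419 genes (without replicate 1), and COMB stayed at 0 against CTR and against anti-PD-1.

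In the list tests behind the claims, every list kept its direction under each alternative except the NF-κB list. That list turned to -0.04 after the length and GC correction, alone or with the block, and below 0 without CTR replicate 2. The NK list between OAT-1746 and CTR is not among these tests. Its median of 0.00 moved to -0.98 without OAT-1746 replicate 1 and to 0.57 without OAT-1746 replicate 2. With an estimated inter-gene correlation, the lists of ribosomal proteins (-0.77), ribosome biogenesis (-0.51), S phase (-0.87), G2/M (-1.20) and small GTPases (0.19) and the NK list in COMB (1.05) were no longer under an unadjusted 0.05, nor was the NK list in COMB under fry (1.05), nor small GTPase genes OAT-1746 vs CTR after the length and GC correction (0.0744) or with the block as well (0.0719). The fits that each left out a replicate ranged from -0.60 (without CTR replicate 2) to -0.37 (without OAT-1746 replicate 2) for ribosome biogenesis factors, from -1.55 (without OAT-1746 replicate 1) to -0.52 (without OAT-1746 replicate 2) for S phase and from -0.0481 (without CTR replicate 2) to 0.0729 (without OAT-1746 replicate 1) for NF-kB pathway genes OAT-1746 vs CTR. Of the 51 tests of cell type and state lists, 20 passed, 18 to 24 under the alternatives that kept camera's preset, and 0 under fry and 0 with an estimated correlation.

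Of 86 results for 63 named genes, DESeq2 called 50, DESeq2 on all genes 52 and edgeR without a filter 19 that edgeR did not. Ska2 OAT-1746 vs CTR (-0.01) changed sign, to 0.0752 with library size only, 0.0137 with at least 10 counts, 0.0885 with the length and GC correction, 0.0895 with the block as well and 0.00402 with only the groups compared. Leaving out replicates moved 23 gene values by more than the replicate spread and 350 by less. Genes under about 1 CPM, such as Klrc2, Cma1 and Ifng, are limited by depth to bounds.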

Differences from the paper's values

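DESeq2 on all genes and an adjusted p under 0.1 were the tests chosen after the results were seen. The paper reports over 1800 DEGs for OAT-1746 against CTR, where edgeR's quasi-likelihood test gave 0 (4049 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 1925 and fell within the paper's value. The others did not: 587 genes without a low-count filter and 0 in each of the rest. DESeq2 on all genes with protein-coding genes kept afterwards, chosen after seeing the data, gave 1754, and an adjusted p under 0.1 in edgeR, also chosen after seeing the data, gave 2438.

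For anti-PD-1 against CTR the paper shows about 15 DEGs in Fig. 6A, read by eye, where edgeR gave 0 (642 at an unadjusted p under 0.05). DESeq2 gave 11 and none of the other alternatives set before the data were examined closed the gap. DESeq2 on all genes, chosen after seeing the data, gave 12.

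For COMB against CTR the paper shows about 37 DEGs in Fig. 6A, read by eye, where edgeR gave 0 (825 at an unadjusted p under 0.05). DESeq2 gave 37. The other alternatives set before the data were examined gave 0 to 5. DESeq2 on all genes, chosen after seeing the data, gave 35. Whether these are the genes of the paper's diagram was not compared.

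The paper lists Ska2 among the genes lower under OAT-1746. Its log2 fold change was -0.01, and neither edgeR nor DESeq2 called it. The paper states that Nos2, Ifng, Tlr4 and Cd86 rose in COMB. Their log2 fold changes were 2.93, 1.61, 0.30 and 0.31, and neither edgeR nor DESeq2 called any of them. The paper gives Cxcr4 among the suppressors lowered in OAT-1746 and COMB. Its log2 fold changes were -0.83 and -1.21, with DESeq2 adjusted p-values of 0.0776 and 0.0618. DESeq2 on all genes, chosen after seeing the data, called it in COMB (adjusted p = 0.0468). The paper names NF-κB signaling among the processes enriched under OAT-1746. The list of 40 NF-κB pathway genes had a median of 0.09 and did not pass 0.05, while DESeq2 called each of the 4 genes Nfkbia, Nfkbid, Nfkbiz and Rhob. The measures are unlike: the paper counted Gene Ontology terms among its upregulated DEGs, and camera tested the shift of a whole list. Adjusted over the list alone, 7 of its genes passed up and 1 down. The paper's enrichment was not repeated, so that the list does not contradict it.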

Other observations

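The tests of OAT-1746 replicate 2, of the cell cycle genes, of Arg1 and of DESeq2's calls for anti-PD-1 and COMB were chosen after the results were seen, and the simulation of a change in 1 OAT-1746 library and the splits were chosen before.

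OAT-1746 replicate 2 lay far from the other 8 libraries, and the first principal component held 46.2% of the variance. A small library is argued against, since 4 of the other 8 had a larger total. Gene length and GC content removed 8.98% of the variance of its deviation. RNA from other brain cells is argued against, since 0.0876% of its counts lay on genes of neurons, oligodendrocytes and astrocytes, within the 0.0770% to 0.110% of the other libraries. A smaller share of monocytes/macrophages as the only change is argued against, since the medians of 6 other cell types differed by 2.13. A female mouse is argued against by 0 Xist counts and by the Y chromosome genes (median 0.22 between OAT-1746 and CTR). A stronger drug response, another mix of cells or RNA quality in this mouse may be candidate explanations, and none was tested. The mitochondrial share of counts set both OAT-1746 libraries apart, and not replicate 2 alone. It was 2.22% and 2.04% in OAT-1746 replicates 1 and 2, and 0.553% to 1.34% in the other libraries. A difference in cell state or RNA quality may therefore concern the whole contrast with CTR, and its cause was not tested.

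DESeq2 called 1925 genes between OAT-1746 and CTR and edgeR 0. A change carried by 1 library is argued against: with the change of replicate 2 in that library only, DESeq2 called a median of 9 genes (1 to 11) in 5 simulations, and with the change of replicate 1 only 13 (0 to 23). With each library changed as observed, DESeq2 called a median of 2048 and edgeR 1446, and with the mean change in both, 3665 and 3553. With no change, DESeq2 called 3 to 18 genes. Of the 3 splits of the 4 libraries into pairs, only the real one, 1 of 3, gave as many calls, and the other 2 gave 1 and 2. A design of 2 against 2 cannot give a share under 0.05, so that the splits decide nothing.

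DESeq2's calls for anti-PD-1 and COMB were set against counts with no change in any group. For anti-PD-1 the 11 calls lie within the 4 to 23 simulated (median 12), but 7 of them belong to the list of 22 NK cell genes fixed beforehand, where genes drawn evenly from all tested would give 0.0193. The simulations called at most 1 gene of that list, in 2 of 20. The list holds 8 genes of Figure 6D, which the study chose on these libraries, and all 7 calls are among them. The overlap is thus partly built in, and it decides nothing about unchanged groups. The 4 other calls may be no more than unchanged groups give. Genes were simulated independently, so that a difference in NK cell content between mice unrelated to treatment, which would move the 7 genes together, stays open and was not tested. The 37 calls for COMB lie above each of the 20 simulated values (2 to 25, median 12), which argues against unchanged groups as the source of all of them. This limit was set after the values were seen. Under the stricter limit first set, a multiple of the highest simulated value, 37 would not have counted against unchanged groups, so that the reading for COMB depends on that choice. Only 1 of the 37 calls belongs to the NK list, and the simulations for COMB also called at most 1 of it. For the NK genes in COMB these calls are therefore no more than unchanged groups give.

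The cell cycle genes fell under OAT-1746 together with the monocyte/macrophage genes in replicate 2 (-1.85 for G2/M, -2.44 for 20 monocyte/macrophage genes). In replicate 1 they fell by 0.64 while the monocyte/macrophage genes changed by -0.23. A loss of monocytes/macrophages with no change within cells cannot be told apart from less division, because the G2/M value of -0.64 in replicate 1 is that of 1 library and decides nothing.

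Arg1, a target of the drug, had 670 and 642 CPM in COMB replicates 2 and 3, 83.6 in COMB replicate 1 and 18.6 to 111 in the other libraries. More monocytes/macrophages in those libraries are argued against, since their genes differed by a median of 0.36 between COMB replicates 2 and 3 and replicate 1, and by at most 1.02 (Ms4a8a), against 2.97 for Arg1. A response of Arg1 to the combined treatment in some mice stays open as a hypothesis and was not tested.

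Of the 17 lists of cell types and states, camera called 7 for OAT-1746 (4 up, 3 down), 6 for anti-PD-1 (4 up, 2 down) and 7 for COMB (5 up, 2 down) over the 51 tests. At an unadjusted p under 0.05, fry also called 4, 0 and 2 of these, and an estimated correlation 0, 0 and 2. Many of the list medians moved with single libraries. Below, the median log2 fold change of each list not given above is followed by its lowest and highest value with 1 library left out, named by group and replicate number. Of the T cell genes, 3 of 12 exceed 1 CPM in CTR, of the B cell genes 2 of 4 and of the erythroid genes 2 of 5.

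Between OAT-1746 and CTR the medians were T cell 0.29 (0.29 without OAT-1746 2 to 0.57 without CTR 2), B cell -0.44 (-3.08 without OAT-1746 1 to 0.50 without OAT-1746 2), monocyte/macrophage -0.77 (-2.46 without OAT-1746 1 to -0.24 without OAT-1746 2), BAM 0.21 (-0.16 without CTR 1 to 0.60 without CTR 2), neutrophil 0.76 (0.26 without CTR 1 to 1.45 without CTR 2), dendritic cell -0.15 (-0.40 without OAT-1746 1 to 0.14 without CTR 2), interferon-stimulated -0.65 (-2.28 without OAT-1746 1 to 0.01 without OAT-1746 2), oligodendrocyte 0.26 (-0.02 without OAT-1746 2 to 0.55 without OAT-1746 1), astrocyte 0.44 (0.04 without CTR 1 to 0.90 without CTR 2), endothelial 0.45 (0.14 without CTR 2 to 0.72 without CTR 1), erythroid 0.80 (-3.08 without OAT-1746 2 to 1.79 without OAT-1746 1), glioma cell -0.15 (-0.56 without CTR 1 to 0.25 without CTR 2) and mitochondrial 1.01 (0.86 without CTR 2 to 1.11 without OAT-1746 2).

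Between anti-PD-1 and CTR they were T cell 1.15 (-0.35 without anti-PD-1 1 to 1.84 without anti-PD-1 2), B cell -0.18 (-0.77 without anti-PD-1 1 to 0.12 without anti-PD-1 2), microglia 0.04 (-0.23 without CTR 1 to 0.45 without CTR 2), monocyte/macrophage 0.46 (0.20 without CTR 1 to 0.73 without CTR 2), BAM -0.15 (-0.34 without CTR 1 to -0.03 without CTR 2), neutrophil -0.26 (-0.72 without CTR 1 to 0.62 without CTR 2), dendritic cell 0.17 (0.00 without CTR 1 to 0.36 without CTR 2), MHC class II -0.35 (-0.65 without anti-PD-1 2 to -0.01 without CTR 1), interferon-stimulated 0.60 (0.58 without anti-PD-1 2 to 0.75 without CTR 2), immediate early 0.25 (-0.10 without anti-PD-1 2 to 0.43 without anti-PD-1 1), neuron -0.16 (-0.37 without CTR 1 to 0.41 without CTR 2), oligodendrocyte -0.19 (-0.74 without anti-PD-1 1 to 0.10 without anti-PD-1 2), astrocyte 0.15 (-0.11 without CTR 1 to 0.90 without CTR 2), endothelial 0.55 (-0.39 without anti-PD-1 1 to 1.01 without anti-PD-1 2), erythroid 0.29 (-3.29 without anti-PD-1 1 to 1.33 without anti-PD-1 2), glioma cell -0.15 (-0.52 without CTR 1 to 0.29 without CTR 2) and mitochondrial -0.24 (-1.09 without anti-PD-1 2 to 0.24 without anti-PD-1 1).

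Between COMB and CTR they were T cell 1.04 (0.47 without CTR 1 to 1.18 without CTR 2), B cell 0.20 (-0.12 without COMB 3 to 0.27 without COMB 2), microglia 0.20 (-0.10 without CTR 1 to 0.55 without CTR 2), monocyte/macrophage -0.07 (-0.18 without COMB 3 to 0.20 without CTR 2), BAM 0.11 (-0.31 without CTR 1 to 0.37 without CTR 2), neutrophil 0.25 (-0.18 without CTR 1 to 1.61 without CTR 2), dendritic cell 0.07 (-0.14 without CTR 1 to 0.29 without CTR 2), MHC class II -0.02 (-0.28 without CTR 2 to 0.41 without CTR 1), interferon-stimulated -0.37 (-0.50 without COMB 1 to -0.28 without CTR 2), neuron -0.31 (-0.49 without COMB 3 to -0.07 without CTR 2), oligodendrocyte 0.49 (-0.03 without COMB 1 to 0.73 without COMB 2), endothelial 0.62 (0.39 without CTR 2 to 0.80 without CTR 1), erythroid 0.34 (-0.40 without CTR 1 to 0.69 without CTR 2), glioma cell -0.04 (-0.43 without COMB 1 to 0.27 without CTR 2) and mitochondrial -0.28 (-0.67 without COMB 1 to -0.04 without CTR 1).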
